# Translation of 5′ leaders is pervasive in genes resistant to eIF2 repression

**DOI:** 10.7554/eLife.03971

**Published:** 2015-01-26

**Authors:** Dmitry E Andreev, Patrick BF O'Connor, Ciara Fahey, Elaine M Kenny, Ilya M Terenin, Sergey E Dmitriev, Paul Cormican, Derek W Morris, Ivan N Shatsky, Pavel V Baranov

**Keywords:** upstream open reading frame (uORF), eukaryotic initiation factor 2 (eIF2), integrated stress response (ISR), ribosome profiling, 5′ leader translation, bicistronic mRNA, human

## Abstract

Eukaryotic cells rapidly reduce protein synthesis in response to various stress conditions. This can be achieved by the phosphorylation-mediated inactivation of a key translation initiation factor, eukaryotic initiation factor 2 (eIF2). However, the persistent translation of certain mRNAs is required for deployment of an adequate stress response. We carried out ribosome profiling of cultured human cells under conditions of severe stress induced with sodium arsenite. Although this led to a 5.4-fold general translational repression, the protein coding open reading frames (ORFs) of certain individual mRNAs exhibited resistance to the inhibition. Nearly all resistant transcripts possess at least one efficiently translated upstream open reading frame (uORF) that represses translation of the main coding ORF under normal conditions. Site-specific mutagenesis of two identified stress resistant mRNAs (PPP1R15B and IFRD1) demonstrated that a single uORF is sufficient for eIF2-mediated translation control in both cases. Phylogenetic analysis suggests that at least two regulatory uORFs (namely, in SLC35A4 and MIEF1) encode functional protein products.

**DOI:** http://dx.doi.org/10.7554/eLife.03971.001

## eLife digest

Proteins carry out essential tasks for living cells and genes contain the instructions to make proteins within their DNA. These instructions are copied to make a molecule of mRNA, and a molecular machine known as a ribosome then reads and translates the mRNA to build the protein.

The first step in the translation process is called ‘initiation’ and requires a protein called eIF2 to work together with the ribosome. This step involves identifying an instruction called the start codon that marks the beginning of the mRNA's coding sequence. The section of an mRNA molecule before the start codon is not normally translated by the ribosome and is hence called the 5′ untranslated region.

Building proteins requires energy and resources, and so it is carefully regulated. If a cell is stressed, such as by being exposed to harmful chemicals, it makes fewer proteins in order to conserve its resources. This down-regulation of protein production is achieved in part by the cell chemically modifying its eIF2 proteins to make them less able to initiate translation. However, stressed cells still continue to make more of certain proteins that help them to combat stress. The mRNA molecules for some of these proteins contain at least one other start codon in the 5′ untranslated region. The sequence that would be translated from such a start codon is known as an upstream open reading frame (or uORF for short)—and this feature is thought to help certain proteins to still be expressed despite low levels of active eIF2. Andreev, O'Connor et al. have now analysed which mRNAs are translated in human cells that have been treated with a chemical that induces stress and makes the eIF2 protein less able to initiate translation. To do so, a technique called ribosome profiling was used to identify all of the mRNA molecules bound to ribosomes shortly after treatment with this chemical.

Overall translation of most mRNAs in stressed cells was reduced to a quarter of the normal level. However, Andreev, O'Connor et al. observed that the translation of a few mRNAs continued almost as normal, or even increased, after the chemical treatment. Notably, most of these mRNAs encoded regulatory proteins, which are not required in large amounts. With one exception, all of these resistant mRNAs contained uORFs. In unstressed cells, these uORFs were efficiently translated, while the same mRNA's coding sequences were translated less efficiently. Andreev, O'Connor et al. suggest that these two features could be used to identify mRNAs that are still translated into working proteins when cells are stressed. Further work is now needed to explore the mechanisms by which translation of these uORFs allows mRNAs to resist the stress.

**DOI:** http://dx.doi.org/10.7554/eLife.03971.002

## Introduction

Protein synthesis, as one of the most energy consuming processes in the cell, is under stringent regulation. In eukaryotes, the activity of many components of the translational machinery is modulated by various post-translational modifications in order to adjust either global or mRNA-specific translation. One of the better studied cases of translational control is the phosphorylation of eukaryotic initiation factor 2 (eIF2) (Sonenberg and Hinnebusch, 2009).

eIF2 forms the ternary complex (TC) with GTP and Met-tRNAi and is loaded onto the 40S ribosome to enable it to recognize a start codon, after which eIF2*GDP is released. GDP is then recycled to GTP by guanine exchange factor (GEF), eIF2B, to enable another round of initiation. During various stress conditions the cell triggers the integrated stress response (ISR) by activating any of four kinases, EIF2AK1 (also known as [a.k.a.] HRI), EIF2AK2 (a.k.a. PKR), EIF2AK3 (a.k.a. PERK), or EIF2AK4 (a.k.a. GCN2), that phosphorylate the alpha subunit of eIF2 at Ser51 (Baird and Wek, 2012). Instead of a rapid recycling, eIF2B forms a stable complex with phosphorylated eIF2. The concentration of eIF2 is higher than that of eIF2B, therefore even phosphorylation of a modest number of eIF2 molecules rapidly reduces the pool of active eIF2B resulting in the general inhibition of total protein synthesis (Hinnebusch, 2014).

While the general suppression of translation conserves cellular resources, the active synthesis of certain factors is required to respond to the consequences of stress. Mammalian genes whose expression is known to evade translational arrest triggered by eIF2 phosphorylation include *ATF4* (Lu et al., 2004; Vattem and Wek, 2004), *PPP1R15A* (a.k.a. *GADD34*) (Lee et al., 2009), *ATF5* (Watatani et al., 2008; Zhou et al., 2008; Hatano et al., 2013), and *DDIT3* (a.k.a. *CHOP*) (Jousse et al., 2001; Chen et al., 2010).

*ATF4* and *ATF5* are believed to be regulated through the mechanism known as delayed reinitiation, initially characterized for the yeast *GCN4* (a functional analogue of *ATF4*) (Hinnebusch, 1997). This requires at least two upstream open reading frames (uORFs). In ATF4 mRNA, after translation termination at the first uORF, the 40S resumes scanning albeit without the TC. The distance scanned by this ribosome subunit before it reacquires the TC depends on TC availability. Under normal conditions most of the 40S is quickly reloaded with TC and therefore can reinitiate at the second uORF. Under stress conditions (i.e., low eIF2 availability), a larger fraction of 40S subunits scan past the second uORF initiation codon before binding of the TC, thereby enabling reinitiation at the next ORF.

A different mechanism of translational resistance, relying on the translation of a single uORF in the 5′ leader, has been proposed for *DDIT3* (Palam et al., 2011). A fraction of scanning ribosomes recognize and initiate at the uORF initiation codon in a weak Kozak context. Under normal conditions with a high initiation rate, the translation of this uORF inhibits leaky scanning by the obstruction of scanning ribosomes. Under stress conditions, the reduced ribosomal loading results in an alleviation of this obstruction.

For the examples mentioned above, translational control is based on the reduced availability of TC. In specific cases initiation can occur without eIF2. Some viral mRNAs harbour internal ribosome entry sites (IRES) that allow translation initiation to take place by recruiting alternative factors, that is eIF5B (Pestova et al., 2008; Terenin et al., 2008), eIF2D, and a complex of MCTS1 (a.k.a. MCT-1), and DENR (Dmitriev et al., 2010; Skabkin et al., 2010), or even initiate without Met-tRNAi and any initiation factors (Wilson et al., 2000). However, the existence of ‘viral-like’ IRESs in mammalian mRNAs remains controversial (Shatsky et al., 2010; Jackson, 2013).

The present work uses ribosome profiling (Ingolia et al., 2009) to explore the immediate effect of sodium arsenite treatment (NaAsO_2_), which results in a rapid phosphorylation of eIF2, on protein synthesis. This technique provides a snapshot of translating ribosomes over the entire transcriptome with subcodon resolution (see reviews by Michel and Baranov, 2013; Ingolia, 2014).

## Results

### Ribosome profiling

In order to generate the most informative conditions for characterizing eIF2-dependent mechanisms of translation regulation, it was important to minimize the transcriptional response and induce significant but not complete inhibition of translation. For this purpose, we chose to treat cells with sodium arsenite for a short time period and to monitor the immediate translational response. Sodium arsenite is a well-known potent inducer of eIF2 phosphorylation that activates EIF2AK1 (McEwen et al., 2005). We examined changes in the phosphorylation status of eIF2 and EIF4EBP1 during arsenite treatment to identify suitable conditions for ribosome profiling. The phosphorylated form of eIF2 (p-eIF2) progressively accumulates during the first 2 hr of stress (Figure 1A). After 0.5 hr of arsenite treatment, p-eIF2 reaches 30–40% of maximal levels of phosphorylation (Figure 1A). The dephosphorylation of EIF4EBP1 becomes evident 1 hr after treatment and does not revert (Figure 1A). We did not detect changes in phosphorylation of p70 S6 kinase and its substrate RPS6 during arsenite treatment (Figure 1A). A robust accumulation of ATF4 is evident 30 min after treatment. These results suggest that 0.5 hr post-treatment is likely to be suitable for examining eIF2 inhibition whilst minimizing possible arsenite-induced side effects. Furthermore, the number of ribosomes in polysome fractions was reduced by ∼4.5-fold under these conditions (Figure 1B).

**Figure 1.**
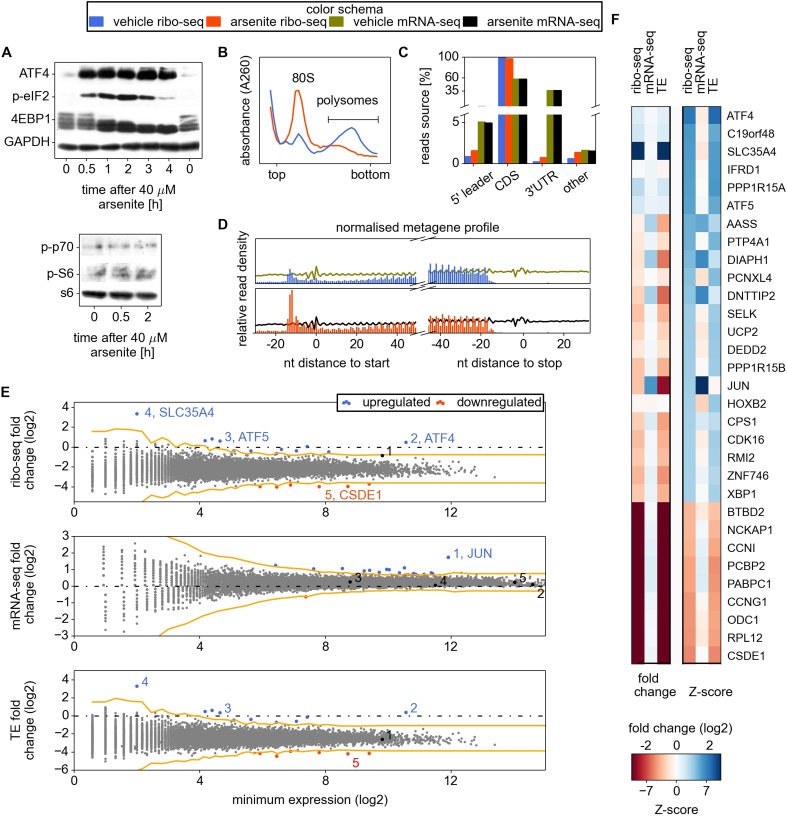
Analysis of differential gene expression under conditions of oxidative stress induced with sodium arsenite treatment. (**A**) Western blotting time series analysis of several protein components of HEK293T lysates after treatment with 40 µM sodium arsenite. (**B**) Sucrose density gradient profiles of HEK293T cells untreated and treated for 30 min with sodium arsenite at 40 µM. (**C**) Distribution of raw read counts over mRNA functional regions. (**D**) Metagene analysis: short reads from all mRNAs are aligned around 5′ and 3′ ends of CDS, transcript read density (RNA) is shown using curves, ribosome density (number of footprint reads) is shown using columns corresponding to the alignment locations of the read 5′ ends. (**E**) Differential gene expression analysis. Scatter plots compare ribosome occupancy (top), transcript levels (middle), and translation efficiency (TE) (bottom) between treated and untreated conditions. To avoid error due to uORF translation the number of ribo-seq reads aligning to the CDS only was used to determine the ribosome occupancy and TE. The *x* axis represents the normalized number of reads corresponding to the experiment/condition of minimal expression (see ‘Materials and methods’). The threshold used to denote differentially expressed genes (Z-score of 4) is indicated in orange. Certain genes of interest are indicated with numbers, followed by their gene symbols. (**F**) Two heat maps displaying the fold change and Z-score for the top 22 most stress resistant and bottom 9 most stress sensitive genes, as estimated based on statistical significance of the change of their ribosome occupancy (ribo-seq Z-score). **DOI:** http://dx.doi.org/10.7554/eLife.03971.003 10.7554/eLife.03971.004Figure 1—source data 1.Read counts and statistics of gene expression response for RNA-seq and ribo-seq experiments for control and stress conditions for each individual transcript.**DOI:** http://dx.doi.org/10.7554/eLife.03971.004

**Figure 1—figure supplement 1.**
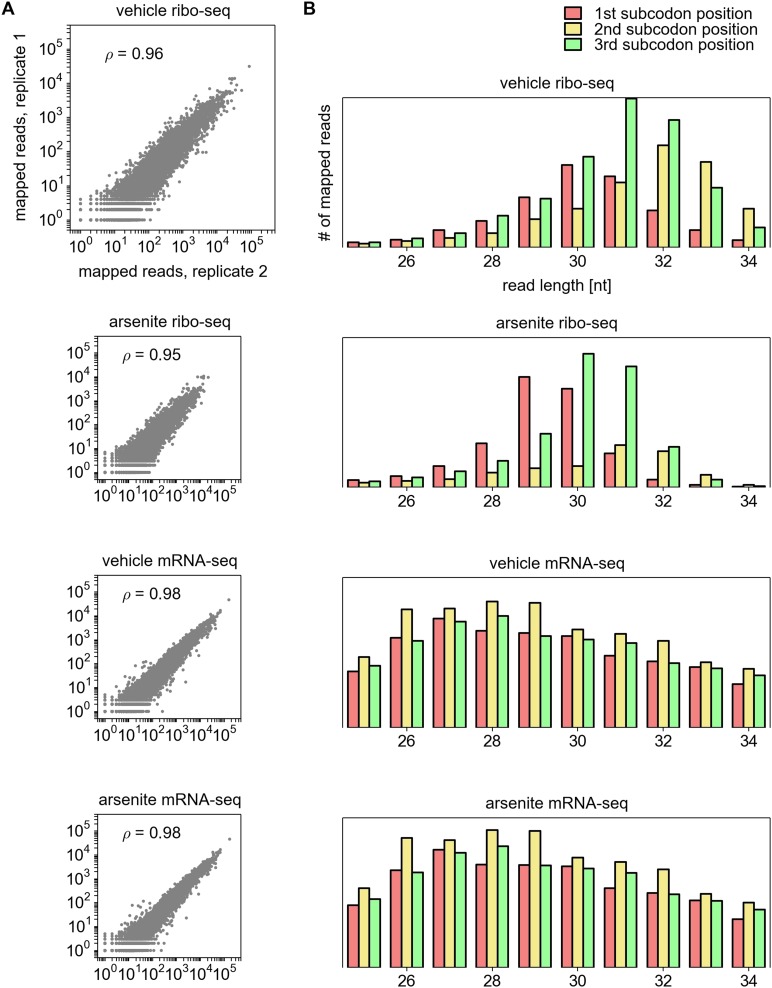
Additional characteristics of ribosome profiling data. (**A**) Reproducibility between biological replicas, from top to bottom: ribosome profiling under control conditions; ribosome profiling under arsenite induced stress; mRNA-seq fragments, non-treated; mRNA-seq fragments under stress. (**B**) Distribution of ribosome protected fragments and fragmented RNA relative to the annotated CDS depending on their length (*x* axis). **DOI:** http://dx.doi.org/10.7554/eLife.03971.005

**Figure 1—figure supplement 2.**
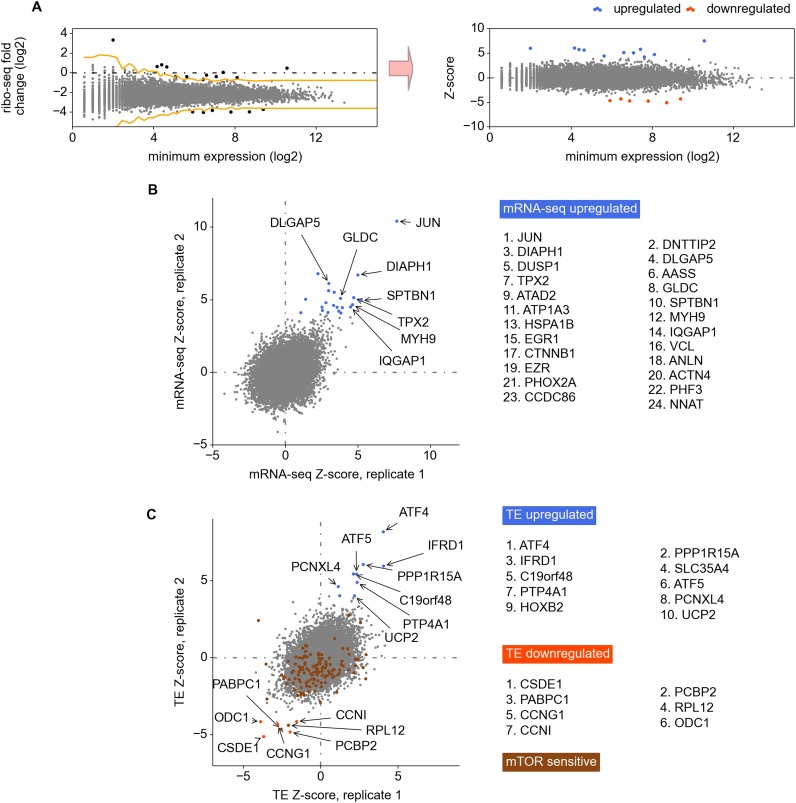
Analysis of differential gene expression. (**A**) The Z-score based normalization approach for the identification of differentially expressed genes. Z-score is used to mitigate expression variance for the genes expressed at different levels. (**B**) and (**C**) Left panels: correlation of Z-scores between replicas calculated for the changes in RNA levels (**B**) and translation efficiencies (**C**). Right panels: the most significantly regulated genes. **DOI:** http://dx.doi.org/10.7554/eLife.03971.006

Therefore, HEK293T cells were treated with 40 µM sodium arsenite for 30 min before harvesting for ribosomal profiling which was carried out according to the Ingolia et al. protocol (Ingolia et al., 2012) with some modifications (see ‘Materials and methods’).

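Ribo-seq reads the mRNA fragments that ribosomes protect from nuclease, and mRNA-seq reads randomly fragmented mRNA from the same kind of lysate. HEK293T is a human embryonic kidney cell line that expresses the SV40 large T antigen, and sodium arsenite causes oxidative stress. Cells received 40 µM arsenite or vehicle for 30 min, and each treatment was profiled by both methods in 2 replicates, which gave 8 libraries. The authors trimmed adapters, removed reads of the spike-in RNA and of rRNA, and aligned the remaining reads to RefSeq transcripts with Bowtie. Reads that mapped to transcripts of more than 1 gene were discarded, so near-identical paralogs are represented only by the reads that tell them apart. They deposited counts without normalization for 47087 transcripts, split into 5′ leader, CDS and 3′ UTR for the 35851 coding ones. Of each of 19964 genes, the coding transcript with the most CDS ribo-seq reads in control was used. In control, the ribo-seq libraries held 1900882 reads on these transcripts in replicate 1 and 7270582 in replicate 2. In arsenite they held 1023989 and 3043927. The mRNA-seq libraries held 3992449 and 19426243 reads in control, and 4017861 and 21715178 in arsenite. The replicates had different 3′ adapters and sequencing runs, and the paper scaled only replicate 2 by spike-in, so changes were estimated within replicates. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was fitted with the replicate as a block to mRNA-seq counts over the transcript for RNA levels, and to ribo-seq counts over the CDS for ribosome occupancy. TE was tested as the difference of both changes, an interaction term in 1 model over the 8 libraries. Genes with a mean of at least 10 counts were tested, and TMM scaling makes each change relative to the bulk of mRNAs, so that the global decrease of translation is not part of it. The standard error given with a log2 change is the size of that change divided by the square root of its F statistic. With 2 replicates few residual degrees of freedom remain per gene, and edgeR moderates the error across genes. For RNA levels, standard errors and p-values therefore rest largely on the spread shared by genes. They can be small where the replicates of a gene differ.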

Figure 1C–E shows the general characteristics of the ribo-seq and mRNA-seq datasets. As expected, in both conditions most ribo-seq reads were mapped to coding regions. 

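In control, 99.2% ± 0.356 (SD, n = 2 replicates) of ribo-seq reads on the chosen transcripts lay in the CDS, 0.600% ± 0.284 in the 5′ leader and 0.153% ± 0.0724 in the 3′ UTR. In arsenite the shares were 98.5% ± 1.12 in the CDS, 1.01% ± 0.729 in the leader and 0.478% ± 0.392 in the 3′ UTR (SD, n = 2). The mRNA-seq reads were spread over the whole transcript, with 63.8% ± 7.44 in the CDS and 31.7% ± 6.83 in the 3′ UTR in control, and 64.2% ± 7.66 and 31.3% ± 7.19 in arsenite. With 2 libraries against 2, no exact test of a difference between the treatments can reach the usual threshold. Within each replicate the leader share of ribo-seq reads was higher in arsenite, rising from 0.399% (95% Wilson interval 0.390 to 0.408) to 0.496% (0.482 to 0.509) in replicate 1 and from 0.800% (0.794 to 0.807) to 1.53% (1.51 to 1.54) in replicate 2. The 3′ UTR share rose 1.97-fold and 3.69-fold. These intervals cover counting error only, and the replicates lay further apart than the intervals are wide. The alternative that moved the 3′ UTR share of ribo-seq reads most was the transcript with the most mRNA-seq reads in control. With it the 3′ UTR share in control was 0.258%, and the rises were smaller, 1.43-fold in replicate 1 and 2.70-fold in replicate 2. The leader share moved most with transcripts of a mean of at least 100 ribo-seq reads, to 0.483% in control and 0.846% in arsenite.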

The distribution of ribo-seq 5′-end reads, but not of mRNA-seq 5′-end reads (same size randomly fragmented ‘naked’ mRNA isolated from cytoplasmic lysate), exhibits the characteristic triplet periodicity (Figure 1—figure supplement 1). Over 7000 mRNA sequences were uniquely mapped with at least 100 ribo-seq reads.

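Over both libraries of replicate 2, 8558 genes had at least 100 ribo-seq reads on the chosen transcript, and over the 4 ribo-seq libraries 8943 genes had. Single libraries reached that number of reads for fewer genes. There were 3517 such genes in control and 2177 in arsenite in replicate 1, against 7732 and 5387 in replicate 2. Across genes with at least 1 read in both replicates, the Pearson correlation of log10 counts between replicates was 0.932 for ribo-seq in control and 0.914 in arsenite. For mRNA-seq it was 0.971 in control and 0.973 in arsenite. These correlations are across genes, which are not independent replicates, and over genes with at least 100 reads in both replicates the ribo-seq values were 0.854 and 0.813.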

Owing to the stochastic nature of massively parallel sequencing, the accuracy of an estimate of the level of expression of a gene is dependent on its sequencing depth. Therefore the estimated expression levels of weakly expressed genes have greater variability than highly expressed genes. To mitigate this effect we used a Z-score transformation (see review by Quackenbush, 2002). Genes were first ordered based on their lowest read depth (minimum expression). The parameters of the distribution of expression changes for the genes with similar expression levels were used to calculate Z-scores of differential expression for individual genes (see ‘Materials and methods’ and Figure 1—figure supplement 2). We used a Z-score of 4 as an arbitrary threshold of statistical significance for differentially regulated genes to minimize the false discovery rate.

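Following the methods, Z-scores were calculated in replicate 2 for genes with at least 2 normalized reads, in bins of 300 genes of similar minimum expression. For TE, 11094 genes had a Z-score, of which 10 were above 4 and 6 below −4. For ribosome occupancy, 12 of 11102 genes were above 4 and 6 below −4. A Z-score compares 1 library per condition, so it holds no replicate error, and replicate 1 was used beside it. Of the 16 genes past the threshold for TE, 15 also had a Z-score in replicate 1, the exception being SLC35A4, which had too few reads there. All 15 had the same sign in replicate 1, where 11 were past 2 and 2 past 4. For ribosome occupancy, 17 of the 18 genes had a Z-score in replicate 1, all 17 with the same sign, and 1 was past 4. Over 9826 genes the TE Z-scores of the replicates had a Pearson correlation of 0.385. The count moved most with the threshold, and 59 genes were past a TE Z-score of 3, while replicate 1 alone gave 6 genes past 4 for TE and 4 for ribosome occupancy. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which uses both replicates, the ribosome occupancy of 285 of 10291 genes changed relative to the bulk, 146 higher and 139 lower, at an adjusted p under 0.05. Without the replicate block no gene passed, and 150 had an unadjusted p under 0.05.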

### Effects of arsenite treatment on transcriptome

The estimated time required for mRNA maturation (Femino et al., 1998; Audibert et al., 2002) is comparable to the duration of the arsenite treatment, therefore we did not expect significant changes in mRNA levels due to a transcriptional response. However, it is conceivable that the arsenite treatment could affect the stability of specific mRNAs. Indeed, the treatment was found to significantly alter the transcript levels of 24 genes (Figure 1E). 

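Of 14623 genes with an RNA Z-score in replicate 2, 22 were above 4 and 1 was below −4. In replicate 1, 22 of these 23 genes had a Z-score, all with the same sign, and 6 were past 4. Replicate 1 alone gave 9 genes past 4. edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 725 of 12599 genes at an adjusted p under 0.05, 473 higher and 252 lower. The replicate block moved this count most, since without it no gene passed and 28 had an unadjusted p under 0.05. DESeq2 called 86 genes, and gave no adjusted p for 261 of the 725. Of the 24 genes marked in Figure 1—figure supplement 2B, 20 had a Z-score above 4, and 23 could be tested by edgeR. All 23 were higher in arsenite, with adjusted p-values of at most 7.77e-07 from the same test. The lowest log2 change among them, 0.38, was that of PHF3. The mRNA-seq reads of NNAT and PHOX2A rested on replicate 2 alone. NNAT had 2 reads in control and 44 in arsenite there and 0 in both libraries of replicate 1, and PHOX2A had 3 and 35 there and likewise 0 in replicate 1. The reads of HSPA1B, at a log2 change of 0.54 (standard error 0.0582), are those that tell it from its near-identical copy HSPA1A. Among the genes with the largest rise in both replicates were EGR1, with a log2 change of 1.1 (standard error 0.176), PRPH with 1.04 (0.315), DIAPH1 with 0.88 (0.0600) and DUSP1 with 0.84 (0.0959). Their adjusted p-values from the same test were 8.70e-08, 0.0243, 4.60e-44 and 2.65e-15. PRPH had few reads in replicate 1, with 2 in control and 5 in arsenite, against 30 and 68 in replicate 2. Among those with the largest fall were ARMCX5-GPRASP2, a transcript that overlaps the genes in its name and is uncertain for that reason, at −1.54 (standard error 0.449), PDE1A at −1.40 (0.464), GAS2L1 at −0.77 (0.223), HOXD4 at −0.76 (0.139) and TWIST2 at −0.73 (0.196). Their adjusted p-values from the same test were 0.0176, 0.0465, 0.0164, 6.16e-06 and 0.00720. With mRNA-seq reads on the CDS alone PRPH, GAS2L1, HOXD4 and TWIST2 were not called, and without the filter on low counts PDE1A was not. HOXD4 fell by 0.17 in replicate 1 and by 0.86 in replicate 2, a difference that its standard error of 0.139 does not reflect. Of 42 immediate-early, heat shock and oxidative stress genes, 38 were tested, with a median log2 change of 0.08. Over all genes tested 9 of them passed the threshold and adjusted over the list alone 12 did, all higher. As a set they ranked above other genes with limma's camera at its preset correlation (p = 1.57e-07), but not with the correlation estimated from the libraries (p = 0.133) or with fry (p = 0.135). Without JUN, EGR1, DUSP1 and HSPA1B the camera p was 0.00324.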

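The mRNA-seq count of JUN was 744 in control and 1838 in arsenite in replicate 1, and 4011 and 12864 in replicate 2. Normalized by TMM, this was 196 ± 8.03 cpm (SD, n = 2) in control and 525 ± 74.9 cpm in arsenite. The log2 change was 1.45 (standard error 0.0532, adjusted p = 4.14e-154 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.31 in replicate 1 and 1.52 in replicate 2. Without the replicate block the change was 1.42 and was not called. The Z-score of JUN was 10.7 in replicate 2, where the next highest was 6.42 for DIAPH1, and 8.11 in replicate 1.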

The most pronounced effect observed is the accumulation of JUN mRNA, a transcript that is short-lived under normal conditions (Elkon et al., 2010; Rabani et al., 2011). *JUN* encodes a subunit of the AP-1 transcription factor implicated in response to a myriad of physiological and pathological stimuli (reviewed in Hess et al., 2004). AP-1 transcription factors consist of homo- or heterodimers of different subunits and its composition is crucial for its specificity. 

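On the CDS of JUN, 210 ribo-seq reads were counted in control and 238 in arsenite in replicate 1, and 1632 and 1798 in replicate 2. Relative to the bulk of mRNAs, its ribosome occupancy rose by 1.23 on the log2 scale (adjusted p = 0.000826 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its TE changed by −0.17 (standard error 0.171, adjusted p = 0.596 from the same test), with −0.25 in replicate 1 and −0.15 in replicate 2. Scaled by spike-in, the mRNA level of JUN in replicate 2 was 3.35 times that of control, its ribosome occupancy 0.550 times and its TE 0.164 times. This scaling exists for replicate 2 alone and has no replicate check.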

As displayed in Figure 1F, despite a significant decrease in its translational efficiency, the overall expression of JUN is almost unaffected upon arsenite treatment because of the increase in its mRNA levels (Figure 1E,F). According to previous observations, AP-1 may induce apoptosis upon treatment with arsenite (Huang et al., 1999; Namgung and Xia, 2000).

### Arsenite treatment strongly inhibits global translation while translation of a few specific mRNAs is resistant

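The spike-in factors of replicate 2 were taken from the ratio of the paper's normalized values in Figure 1—source data 1 to the deposited counts. The copy used here held 1996 of that table's 13924 genes, and it gave factors of 0.4995 for ribo-seq in arsenite, which rests on 3 genes with at least 20 reads, and 0.9579 for mRNA-seq in control, which rests on 149 genes. Over 11094 genes with at least 2 normalized reads in each of the 4 libraries, TE was reduced by a median of 5.47-fold (95% bootstrap interval over genes 5.43 to 5.51). The quartiles of the reduction were 4.43-fold and 6.66-fold, and 28 genes had a higher TE than in control. Ribosome occupancy was reduced by a median of 4.65-fold, and mRNA levels were 1.16 times those of control at the median. The bootstrap interval covers the spread over genes of 1 replicate and not the error of the spike-in or of a repeated experiment. The reduction rests on the spike-in, since with libraries scaled to their total reads the median was 0.990-fold.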

A median 5.4-fold reduction of ribosomal occupancy (translational efficiency, TE) was observed with the profiling data, a value that is consistent with the reduced number of ribosomes in the polysome fraction (Figure 1B). 

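TE relative to the bulk of mRNAs was tested for 10273 genes with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At an adjusted p under 0.05, 204 genes changed, 102 higher and 102 lower. Without the replicate block no gene passed, and 148 had an unadjusted p under 0.05. The 5 genes with the largest fall in both replicates were CHN1, SYN2, EIF4EBP2, BOD1 and JTB. For CHN1, 61 ribo-seq reads on the CDS in control became 8 in arsenite in replicate 1, and 80 became 10 in replicate 2, a log2 TE change of −1.90 (standard error 0.310, adjusted p = 0.0284 from the same test). The changes of the others were −1.86 for SYN2, −1.82 for EIF4EBP2, −1.81 for BOD1 and −1.72 for JTB, with adjusted p-values of 0.0468, 0.0113, 0.0214 and 0.0301 from the same test. SYN2 was not called with upper-quartile normalization, with the transcript that had the most mRNA-seq reads in control, or with mRNA-seq reads on the CDS alone, and JTB was not called with ribo-seq reads over the whole transcript. BTBD2 at −1.56 and NCKAP1 at −1.33, both marked in Figure 1F, passed as well, with adjusted p-values of 0.0113 and 0.00930 from the same test.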

A relatively small subset of mRNAs displayed exceptional sensitivity to translational inhibition (see Figure 1—source data 1; the most prominent ones are displayed in Figure 1F). Among these is *ODC1* which codes for ornithine decarboxylase, the rate-limiting enzyme of the polyamine biosynthesis pathway. 

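The CDS of ODC1 had 523 ribo-seq reads in control and 63 in arsenite in replicate 1, and 1674 and 237 in replicate 2. Normalized by TMM, this was 261 ± 57.3 cpm (SD, n = 2) in control and 69.3 ± 5.07 cpm in arsenite, a fall larger than the spread between replicates, while its mRNA-seq reads were 568 ± 197 and 532 ± 197 cpm. The log2 TE change was −1.72 (standard error 0.198, adjusted p = 0.00930 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with −2.09 in replicate 1 and −1.46 in replicate 2. Its TE Z-score was −3.73 in replicate 2 and −4.16 in replicate 1, and its Z-score for ribosome occupancy in replicate 2 was −4.40.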

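EIF2AK2 had 328 ribo-seq reads on its CDS in control and 153 in arsenite in replicate 1, and 533 and 106 in replicate 2. In replicate 2 its Z-score was −3.21 for TE and −2.78 for ribosome occupancy, against −0.75 and −0.50 in replicate 1. The log2 TE change over both replicates was −0.82 (standard error 0.235, adjusted p = 0.0948 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), −0.34 in replicate 1 and −1.29 in replicate 2. The replicates thus differed by more than the size of the change itself.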

An interesting case of potential downregulation is in *EIF2AK2* (a.k.a. *PKR*), which encodes one of the four eIF2 kinases (we refer to it as potential because its TE and ribo-seq Z-scores did not pass the threshold of statistical significance, but are close to it). Among other extremely sensitive genes are several that encode RNA-binding proteins (*PABPC1*, *PCBP2*, *RPL12*, and *CSDE1*) and cyclins G1 (*CCNG1*) and I (*CCNI*).

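In replicate 2, PABPC1, PCBP2, RPL12, CCNG1 and CCNI had TE Z-scores of −4.82, −4.90, −4.41, −4.39 and −4.05, and in replicate 1 all 5 were negative, from −3.01 to −1.62. Over both replicates PABPC1 had a log2 TE change of −1.58 (standard error 0.222, adjusted p = 0.0179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CCNG1 changed by −1.49 (standard error 0.182), CCNI by −1.45 (0.199), PCBP2 by −1.33 (0.203) and RPL12 by −1.29 (0.206). Their adjusted p-values from the same test were 0.0104, 0.0155, 0.0236 and 0.0279. These falls were larger than the error between replicates, although all 5 genes fell less in replicate 1, with log2 changes from −1.27 to −0.92, than in replicate 2, where the smallest fall was −1.59. Of the 5 genes CCNI had the fewest ribo-seq reads on its CDS, 90 in control and 26 in arsenite in replicate 1, and 719 and 108 in replicate 2. PABPC1, PCBP2 and RPL12 have close relatives, and only reads that tell these apart were counted.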

To explore the possible activation of the mTOR signalling axis after the course of 0.5 hr arsenite treatment, we analysed the translation of mRNAs that were reported to be strongly downregulated upon pharmacological inhibition of mTOR (Hsieh et al., 2012). Almost all of them have negative Z-scores with their TE decrease upon arsenite treatment ∼25% greater than the average (Figure 1—figure supplement 2C). Thus, while arsenite treatment may affect the mTOR pathway, its impact on translation control is not substantial in comparison with eIF2 inhibition.

Several genes that were previously reported to resist the translation inhibition caused by eIF2 phosphorylation were also found to be resistant in our study (Figure 1F). This includes the well-studied *ATF4*, *ATF5*, and *PPP1R15A*. 

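The CDS of ATF4 had 543 ribo-seq reads in control and 912 in arsenite in replicate 1, and 1511 and 4198 in replicate 2, although the arsenite libraries held fewer reads. Its log2 TE change was 2.28 (standard error 0.288, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1.66 in replicate 1 and 2.84 in replicate 2. PPP1R15A and ATF5 had few reads. PPP1R15A had 8 and 25 in replicate 1 and 21 and 74 in replicate 2, and ATF5 had 4 and 12, then 25 and 76. The log2 TE change was 2.94 (standard error 0.286) for PPP1R15A and 2.73 (standard error 0.288) for ATF5, with adjusted p-values of 0.00485 and 0.00774 from the same test. In replicate 2 the TE Z-scores were 8.13 for ATF4, 5.83 for PPP1R15A and 5.47 for ATF5, and all 3 were positive in replicate 1, at 4.17, 2.90 and 3.06. Scaled by spike-in, their TE in replicate 2 was 1.30, 1.53 and 1.27 times that of control. Of 7 further genes marked above the others in Figure 1F (SELK, DEDD2, CPS1, CDK16, RMI2, ZNF746 and XBP1), 6 passed the threshold of the same test, the exception being RMI2, at 0.51 (adjusted p = 0.565). SELK passed narrowly (adjusted p = 0.0496) and went opposite ways in the replicates, as did RMI2.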

We did not observe translational resistance for either *SRC* (Figure 1—source data 1), which was reported to be translated in an eIF2-independent mode (Allam and Ali, 2010), or *PRNP*, which was also reported to escape eIF2 associated repression (Moreno et al., 2012). 

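SRC had 18 ribo-seq reads on its CDS in control and 6 in arsenite in replicate 1, and 192 and 39 in replicate 2. Its log2 TE change relative to the bulk was −1.06 (standard error 0.249, adjusted p = 0.0593 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its TE Z-score in replicate 2 was −2.02. Without the filter on low counts SRC passed the threshold, with a change of −1.07. PRNP changed by 0.18 (standard error 0.188, adjusted p = 0.622 from the same test), 0.63 in replicate 1 and 0.03 in replicate 2, and its Z-score in replicate 2 was 0.05. Scaled by spike-in, TE in replicate 2 was 0.0871 times that of control for SRC and 0.186 times for PRNP.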

The general repression of eIF2 may be expected to promote translation of cellular IRESs if they enabled an eIF2-independent mode of translation as reported for *XIAP* mRNA (Thakor and Holcik, 2012). However, we found no evidence of resistance by any genes with putative IRES elements according to the IRESite database (Mokrejs et al., 2010), see Table 1 including XIAP mRNA. It is important to note that many of the genes from the IRESite are not expressed at levels sufficient for detecting resistance.

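Of the 33 genes listed in Table 1, 25 had a TE Z-score in replicate 2, and 17 of these were negative. AQP4, with 2 ribo-seq reads on its CDS in control and 3 in arsenite in that replicate, and BCL2, with 14 and 4, were among the 8 genes with too few reads for a Z-score, although Table 1 gives both a value, that of AQP4 being the highest there. Of the 25 genes the highest was 1.79 for APAF1, and none was above 4. The largest spike-in scaled TE among the 25 was 0.445 times that of control. With edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 23 of the genes could be tested over both replicates, and their median log2 TE change was −0.25, with 7 higher and 16 lower than the bulk. The median rested on replicate 2, at −0.22 in that replicate alone and −0.00996 in replicate 1 alone. Of the 23 genes, 1 passed over all genes tested and 2 did adjusted over the list alone, all of them lower, while 9 had an unadjusted p under 0.05. The largest rise was that of MNT, at 0.60 on the log2 scale, and the smallest adjusted p of any gene with a rise was 0.130 from the same test. XIAP changed by −0.55 (standard error 0.197, adjusted p = 0.159 from the same test), with a Z-score of −1.56 in replicate 2 and 286 ribo-seq reads in control there. As a set the list was lower with camera at its preset correlation (p = 0.0218) and with fry (p = 0.00661), but not with the correlation estimated from the libraries (p = 0.127). Across the alternatives the camera p ranged from 0.0128 without the replicate block to 0.132 without genes with a mean under 50 counts.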

**Table 1.** Translation response of mRNAs with reported IRES from IRESite **DOI:** http://dx.doi.org/10.7554/eLife.03971.007

Gene_name	IRES name	ORF#	Minimal expression	TE fold change	TE Z-score
AGTR1	AT1R_var1	1	4	0.46	1.12
AGTR1	AT1R_var2	1	4	0.46	1.12
AGTR1	AT1R_var3	1	4	0.46	1.12
AGTR1	AT1R_var4	1	4	0.46	1.12
APAF1	Apaf-1	1	102.9	0.29	1.8
AQP4	AQP4	1	1.5	0.98	2.47
ATAD5	ELG1	1	1083.4	0.22	0.75
BAG1	BAG1_p36delta236 nt BAG1_p36	4	1376.5	0.1	−1.31
BCL2	BCL2	1	10	0.18	−0.22
BIRC2	c-IAP1_285-1399 c-IAP1_1313-1462	1	147	0.13	−0.94
CCND1	CCND1	1	213	0.17	−0.15
CDK11A	PITSLRE_p58	1	0	NA	NA
CDKN1B	p27kip1	1	1252	0.17	−0.3
CSDE1	UNR	1	16,657.5	0.05	−5.12
DCLRE1A	hSNM1	1	1065.2	0.17	−0.24
EIF4G1	eIF4G	1	12,937	0.21	0.65
EIF4G1	eIF4GI-ext	1	12,937	0.21	0.65
EIF4G2	DAP5	1	21,727.6	0.26	1.56
EIF4G3	eiF4GII	1	1305.6	0.13	−1.46
EIF4G3	eIF4GII-long	1	1305.6	0.13	−1.46
FGF1	FGF1A	1	0	NA	NA
FMR1	FMR1	1	137.8	0.13	−1.35
HSPA1A	hsp70	1	0	NA	NA
HSPA5	BiP_-222_-3	1	1819.3	0.23	1
IGF2	IGF2_leader2	1	0	NA	NA
LAMB1	LamB1_-335_-1	1	1141	0.13	−1.52
LEF1	LEF1	1	248	0.15	−0.8
MNT	MNT_75-267 MNT_36-160	1	144	0.28	1.32
MYB	MYB	1	154.2	0.09	−1.47
MYC	c-myc	2	1946	0.14	−1.2
MYCL1	L-myc	1	0.5	NA	NA
MYCN	n-MYC	1	0	NA	NA
NKRF	NRF_-653_-17	1	1064	0.18	−0.01
PDGFB	PDGF2/c-sis	1	0	NA	NA
PIM1	Pim-1	1	113	0.12	−1.1
RUNX1	AML1/RUNX1	1	10	0.16	−0.38
RUNX1T1	MTG8a	1	163	0.13	−1.08
XIAP	xIAP_5-464 XIAP_305-466	1	2169.6	0.12	−1.67

### Efficient translation of uORFs combined with inefficient translation of CDS is a predictor of stress resistant mRNAs

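All 10 mRNAs named as ATF4, PPP1R15A, SLC35A4, C19orf48, ATF5, HOXB2, IFRD1, PTP4A1, PCNXL4 and UCP2 rose in TE in both replicates relative to the bulk. Over both replicates the rise lay between 1.59 and 5.64 on the log2 scale, and the 10 adjusted p-values lay between 0.000927 and 0.0373 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In replicate 1 alone the changes ranged from 0.77 to 3.18, and in replicate 2 from 1.74 to 5.58. The lowest rise was that of PCNXL4, with a standard error of 0.301 and changes of 0.77 and 2.06 in the replicates, and it was not called when genes with a mean under 50 counts were left out or when mRNA-seq reads on the CDS alone were used. C19orf48 had 4 ribo-seq reads on its CDS in control and 9 in arsenite in replicate 1, and 18 and 56 in replicate 2, a log2 TE change of 2.86 (standard error 0.317). HOXB2 rested on 4 and 5 reads in replicate 1 and 14 and 26 in replicate 2, with a change of 2.31 (standard error 0.420). For PTP4A1, with 176 and 270 reads in replicate 2, the change was 1.76 (standard error 0.212). TE Z-scores in replicate 2 were 5.27 for C19orf48, 3.88 for HOXB2, 4.88 for PTP4A1 and 5.09 for PCNXL4. Scaled by spike-in, TE in replicate 2 was above control for 6 of the 10 mRNAs. Among the mRNAs not yet given a value it was 9.75 times that of control for SLC35A4, which had 4 control reads on its CDS there. It was 1.40 times for C19orf48 and 1.01 times for HOXB2, against 0.906 times for IFRD1, 0.762 times for PCNXL4, 0.659 times for PTP4A1 and 0.610 times for UCP2, the lowest of the 10.

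**Figure D1:**
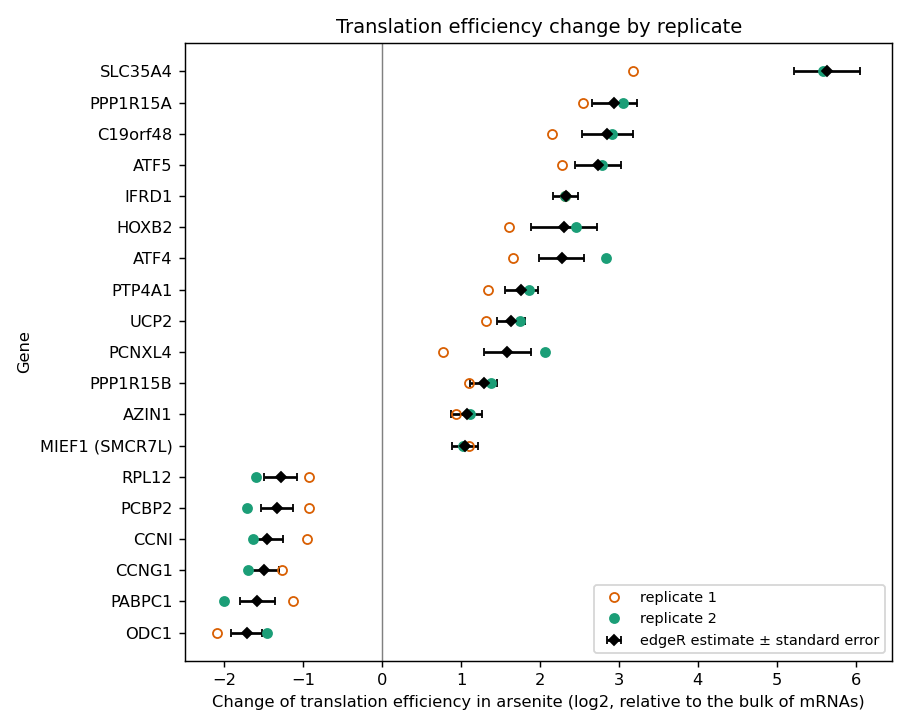
Change of TE in arsenite relative to the bulk of mRNAs (log2, horizontal axis) for mRNAs the paper names as resistant or as further candidates and for 6 of those it names as extremely sensitive (vertical axis). Open and filled circles are replicates 1 and 2, and diamonds with bars are the edgeR estimate over both replicates ± its standard error. In both replicates the 13 resistant and candidate mRNAs lie above 0 and the 6 sensitive mRNAs below 0.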

The mRNAs encoding ATF4, PPP1R15A, SLC35A4, C19orf48, ATF5, and HOXB2 were found to be ‘preferentially translated’ (defined as having a TE >4 and a fold change >1), while mRNAs encoding IFRD1, PTP4A1, PCNXL4, and UCP2 were found to be ‘resistant’ (TE >4 and a fold change <1). Due to the small number of preferentially translated and resistant mRNAs, we analysed their properties together and, for simplicity, we refer to them as resistant for the remainder of this text.

Examination of individual mRNA profiles frequently revealed the presence of extensively translated uORFs in resistant mRNAs (Figure 2). Indeed, with the exception of a single weakly expressed gene *HOXB2*, all mRNAs found to be resistant (TE Z-score >4) contained uORF(s) that are translated under normal conditions. However, ribosome profiling data suggest that 8% of other expressed mRNAs also have translated uORFs (Figure 3A). Hence, the mere presence of translated uORFs is a poor predictor of resistance. 

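The deposited counts cover the whole 5′ leader, and positions of single uORFs were not used here. Of the 10 resistant mRNAs, 9 had ribo-seq reads on the leader, from 38 reads over the 4 ribo-seq libraries for PPP1R15A to 857 for C19orf48. HOXB2 had 0 leader reads in all 4 libraries. In mRNA-seq its leader had 2 reads in control in replicate 2 and 0 in the other 3 libraries, so translation of this leader was not detectable at this depth. Over both control ribo-seq libraries, 9 of the 10 resistant mRNAs had at least 10 leader reads, against 1545 (15.1%) of 10263 other mRNAs. At least 100 leader reads were found for 6 of the resistant mRNAs and for 57 (0.555%) of the others. In replicate 1, with its lower depth, ATF5 had 0 leader reads in control and 1 in arsenite.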

We therefore investigated further the features of uORFs that are associated with stress resistance. 

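In control, the leader TE of each mRNA was taken as the log2 ratio of its ribo-seq to its mRNA-seq reads on the 5′ leader, per library size and with a pseudocount of 0.5, as the mean of both replicates. Its median was −0.74 over the 10 resistant mRNAs and −1.93 over 10263 other mRNAs, a difference of 1.19 (two-sided permutation of the gene labels with 100000 resamples, p = 0.0345). Of the resistant mRNAs, 8 lay above the median of the others, and 2313 other mRNAs lay above the median of the resistant ones. ATF4, at −3.14, and ATF5, at −1.94, were the exceptions below the median of the others. The value of HOXB2 rests on the pseudocount, as its leader had no ribo-seq reads. Replicate 2 decides this difference, which was 2.53 in replicate 2 alone and −0.50 in replicate 1 alone. With a pseudocount of 1 it was 0.74 (permutation p = 0.150), without the filter on low counts 0.72 (p = 0.309), and with PPP1R15B, AZIN1 and MIEF1 added 1.36 (p = 0.00870).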

As can be seen in Figure 3B, uORFs in the resistant mRNAs are usually efficiently translated under normal conditions, though yet again there is a large absolute number of non-resistant mRNAs that contain similarly efficiently translated uORFs. 

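The CDS TE in control, calculated in the same way, had a median of −1.98 over the 10 resistant mRNAs and 0.38 over the others, a difference of −2.36. All 10 lay below the median of the others, from −6.65 for SLC35A4 to −1.25 for PTP4A1, and 162 of the other mRNAs lay below the median of the resistant ones. That number was 37 in replicate 2 alone, 561 in replicate 1 alone and 471 without the filter on low counts. In the part of Figure 1—source data 1 used here, the counts behind the paper's Z-scores are those of replicate 2. There, control reads on the CDS enter both the TE change by which the 10 mRNAs were selected and the CDS TE, so that the selection favours a low CDS TE there and no p-value is given for it. In replicate 2 alone the difference was −3.06. Replicate 1 shares no reads with those Z-scores, and in it alone the difference was −1.93, again with all 10 below the median of the others.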

Figure 3C shows the relationship between the TE of the CDS and the resistance: the CDS of the most resistant mRNAs is weakly translated under normal conditions. The ratio of the ribosome densities in uORFs and in CDS provides a much better criterion for discriminating between resistant and non-resistant mRNAs (Figure 3D). 

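The log2 ratio of ribo-seq reads on the leader to reads on the CDS in control had a median of −0.87 over the resistant mRNAs and −6.66 over the others, a difference of 5.79. Control reads on the CDS of replicate 2 are part of the denominator here and also enter the Z-scores by which the mRNAs were selected, so that a high ratio is favoured there and a permutation p was left out here too. In replicate 1 alone the difference was 4.13, with all 10 above the median of the others. The ratios of ATF5 and HOXB2 there rest on the pseudocount, as each had 4 CDS reads and 0 leader reads in control. Over both replicates all 10 were also above the median of the others, from −4.01 for HOXB2, whose ratio rests on the pseudocount, to 6.46 for SLC35A4. Of the other 10263 mRNAs, 35 lay above the median of the resistant mRNAs, fewer than for leader TE. This count depends on the libraries and on the filter. In replicate 2 alone 3 others lay above it, in replicate 1 alone 323, and without the filter on low counts 1060. Lengths of leaders and CDSs were not used here, so these are ratios of reads and not of densities.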

The length of all the translated uORFs (in the resistant mRNAs) was found to exceed 20 codons, although this is of limited predictive value as there are many long uORFs in non-resistant mRNAs (Figure 3E). Based on these findings we expected that, upon arsenite treatment, the ribosome density for resistant mRNAs would shift from the 5′ leaders to CDS. Such a shift is indeed observable (Figure 3F).

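The shift was tested as the arsenite effect on leader reads minus that on CDS reads, for 650 genes with a mean of at least 10 leader reads. For most genes the leader gained relative to the CDS, with a positive difference for 545 of them, and 188 of the 196 genes with an unadjusted p under 0.05 were of this kind. The 8 resistant mRNAs that could be tested went the other way. Their median was −1.22, against 0.83 for the others, a difference of −2.05, and all 8 were below the median of the others. These mRNAs were selected for a rise in TE relative to the bulk in replicate 2, which favours a negative value there, so the difference over both replicates is a description and not a test. It rested mostly on replicate 2, at −2.47 in that replicate alone with all 8 below the median of the others, against −0.83 in replicate 1 alone with 7 of the 8 below it. SLC35A4, at −5.08 (standard error 0.511), was the only gene past the threshold (adjusted p = 0.0258 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and without the replicate block none was, with 3 at an unadjusted p under 0.05. DESeq2 called 13 genes, all 13 toward the leader, and so not SLC35A4. The next largest shifts among the resistant mRNAs were −2.36 for ATF5, −1.95 for C19orf48 and −1.42 for PTP4A1, with adjusted p-values of 0.101, 0.0940 and 0.0940 from edgeR's quasi-likelihood test. The paper expected this shift from its findings on uORFs and CDSs under normal conditions.

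**Figure D2:**
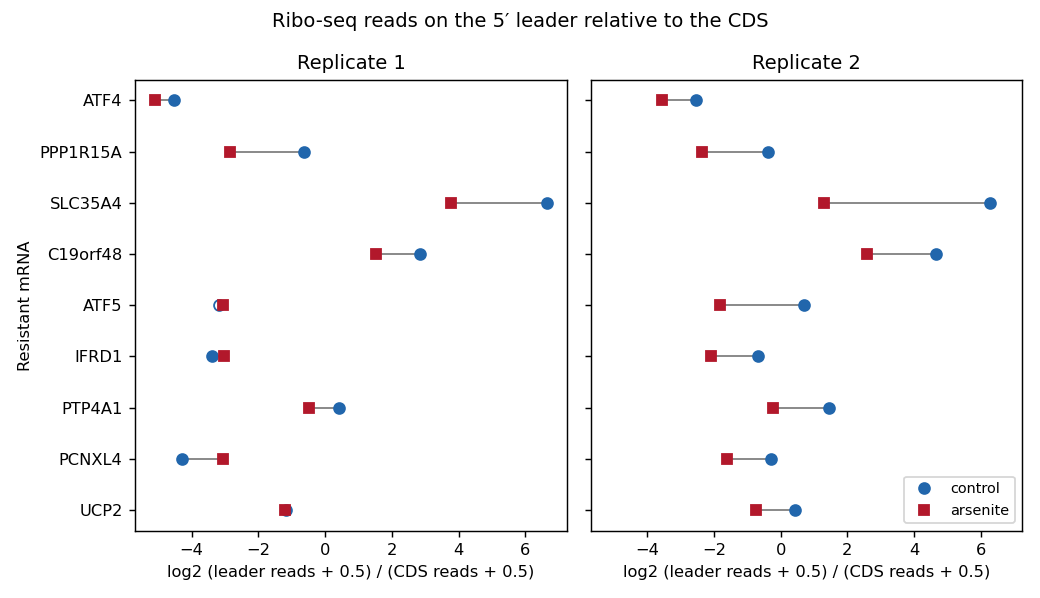
Log2 ratio of ribo-seq reads on the 5′ leader to reads on the CDS, each with a pseudocount of 0.5 (horizontal axis), in control (blue circles) and arsenite (red squares) for the 9 resistant mRNAs with leader reads (vertical axis), in each replicate. The white symbol marks a library without leader reads. In replicate 2 the ratio is lower in arsenite for all 9 mRNAs, and in replicate 1 for 6 of the 9.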

**Figure 2.**
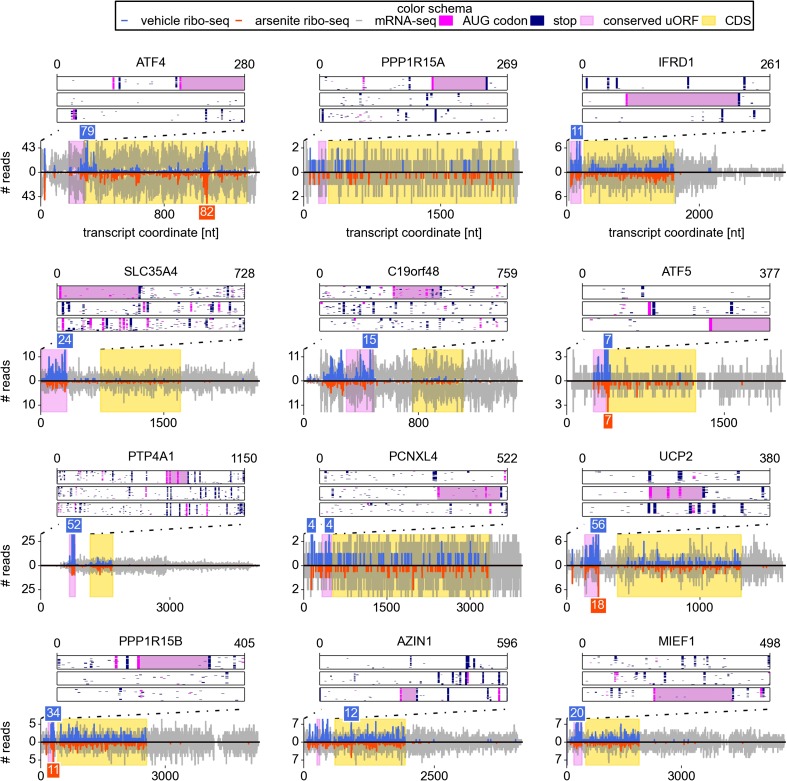
Upstream open reading frame (uORF) conservation and ribosome density for the eight top most stress resistant mRNAs in terms of their translation efficiency and also for mRNAs of UCP2, PPP1R15B, AZIN1, and MIEF1. Bottom plots for each mRNA show counts of mRNA-seq reads (grey) and ribosome reads (blue and red) as columns (control: positive values; arsenite treatment: negative values). The annotated CDS region is highlighted in yellow. Translated conserved ORFs in the 5′ leaders are highlighted in violet. Read counts above the cut-off are shown with numbers above corresponding columns. Top plots represent conservation of uORF features within the leaders of the orthologous mRNAs (upstream of annotated CDS) obtained from the analysis of genomic alignments of the 46 vertebrates using the human sequence as a reference. Each box corresponds to one of the three reading frames where AUG codons are shown as pink dots and stop codons as navy dots in each of the genomic sequences used in the alignments. Regions of multiple sequence alignment corresponding to translated conserved uORFs are highlighted in violet. Introns and gaps were removed from the alignments. **DOI:** http://dx.doi.org/10.7554/eLife.03971.008

**Figure 2—figure supplement 1.**
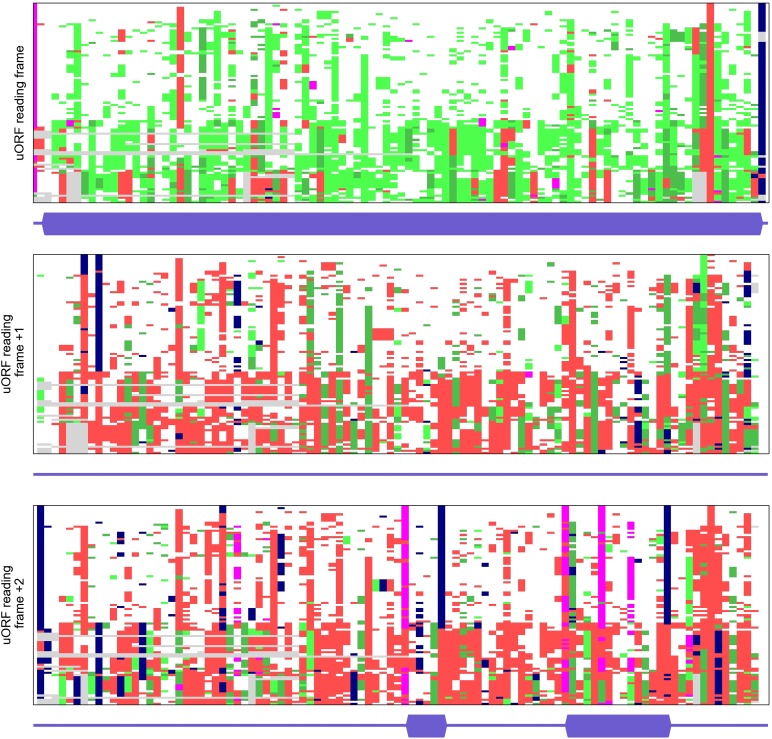
Multiple alignments of codon sequences from 100 vertebrate genomes aligned to the region of the conserved *SLC35A4* upstream open reading frame (uORF) in three different frames. Codons are represented as coloured bricks according to the following scheme: pink (ATG), navy (stop codons: TAA, TAG or TGA). The rest are coloured depending on the nature of substitution relative to the human sequence as follows: white: no substitution; light green: synonymous; green: positive (BLOSUM62 > 0); red: negative (BLOSUM62 ≤ 0); deletions: grey. Locations of ORFs (from ATG to a stop) present in humans are shown under each alignment as a thicker dark blue bar. Regions of alignment with a high number of light green or green bricks (synonymous and positive substitutions) indicate protein coding evolution. The codon substitution analysis was carried out using CodAlignView (Jungreis I, Lin M, Kellis M. CodAlignView: a tool for visualizing protein-coding constraint) and processed with a python script to remove sequences of codons. **DOI:** http://dx.doi.org/10.7554/eLife.03971.009

**Figure 2—figure supplement 2.**
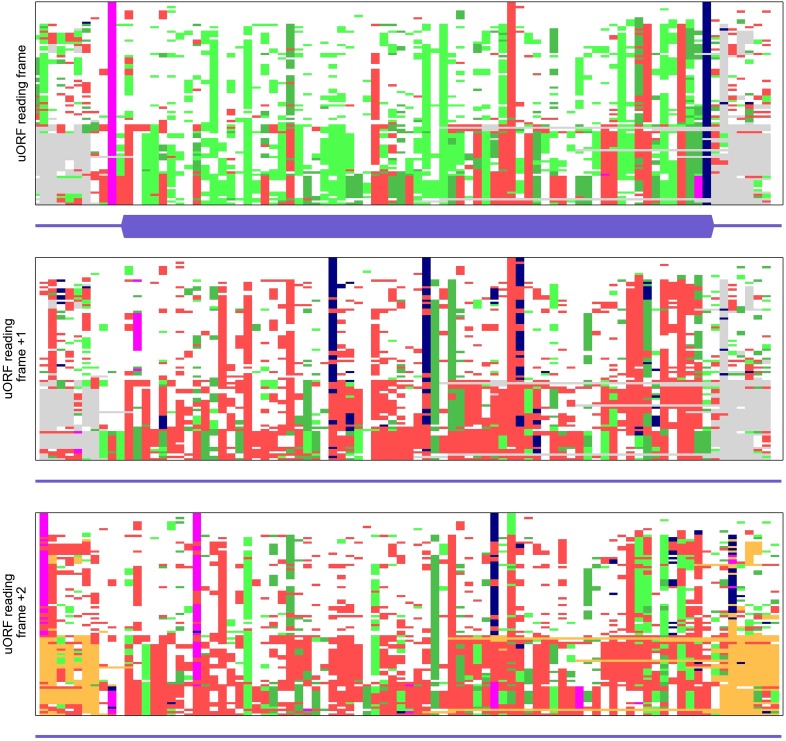
Multiple alignments of codon sequences from 100 vertebrate genomes aligned to the region of conserved MIEF1 upstream open reading frame (uORF) in three different frames. See Figure 2—figure supplement 1 for the explanation of the colour scheme used for the alignment visualization. **DOI:** http://dx.doi.org/10.7554/eLife.03971.010

**Figure 2—figure supplement 3.**
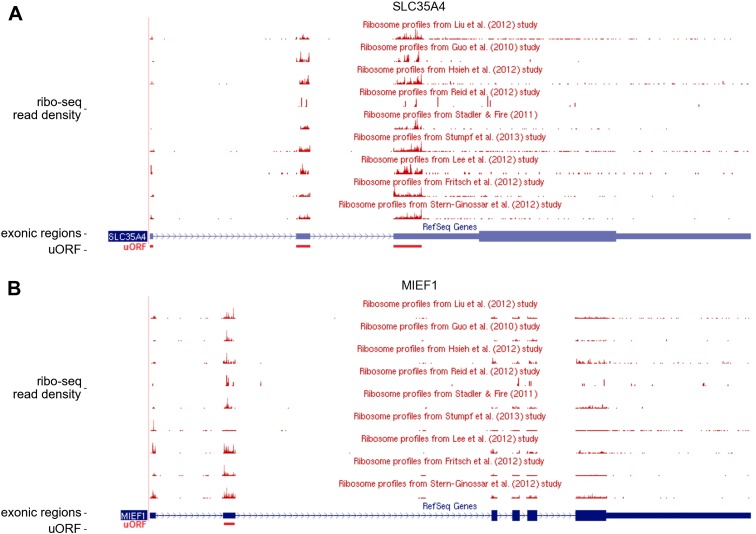
Publicly available ribosome profiling data in GWIPS-viz for *SLC35A4* and *MIEF1*. Ribosome profiling data aligned to the *SLC35A4* (**A**) and *MIEF1* (**B**) loci of the human genome from nine studies available in the GWIPS-viz Browser. The positions of the conserved upstream open reading frames (uORFs) are shown with a red bar below the blue bars representing corresponding RefSeq transcripts. **DOI:** http://dx.doi.org/10.7554/eLife.03971.011

**Figure 3.**
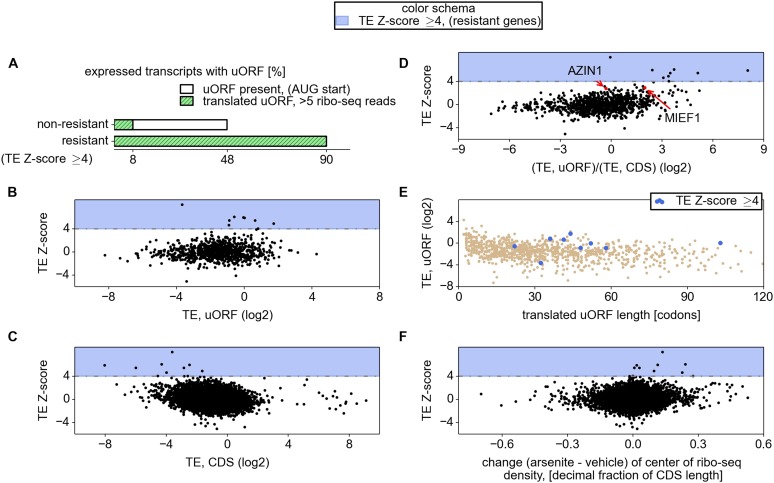
Relationship between mRNA stress resistance and upstream open reading frames (uORFs). (**A**) Frequency of AUG initiating uORF occurrence and their translation in stress resistant and other mRNAs. Relationship between stress resistance (*y* axis) and translation efficiency of uORFs (**B**), CDS (**C**), and uORF/CDS ratio (**D**). Translationally resistant genes (shaded in blue) have a high uORF translational efficiency (TE) and a low CDS TE. (**E**) Relationship between uORF length (*x* axis), their TE (*y* axis), and the level of stress resistance (differential colouring). (**F**) Relationship between stress resistance (*y* axis) and shift of ribosome density in the 3′ direction. These plots indicate that, under normal conditions, resistant mRNAs tend to display a high uORF TE and a low CDS TE while, under stress conditions, resistant mRNAs are associated with a shift of ribosome density in the 3′ direction owing to a reduced ratio of ribosome density between uORFs and CDS. **DOI:** http://dx.doi.org/10.7554/eLife.03971.012

**Figure 3—figure supplement 1.**
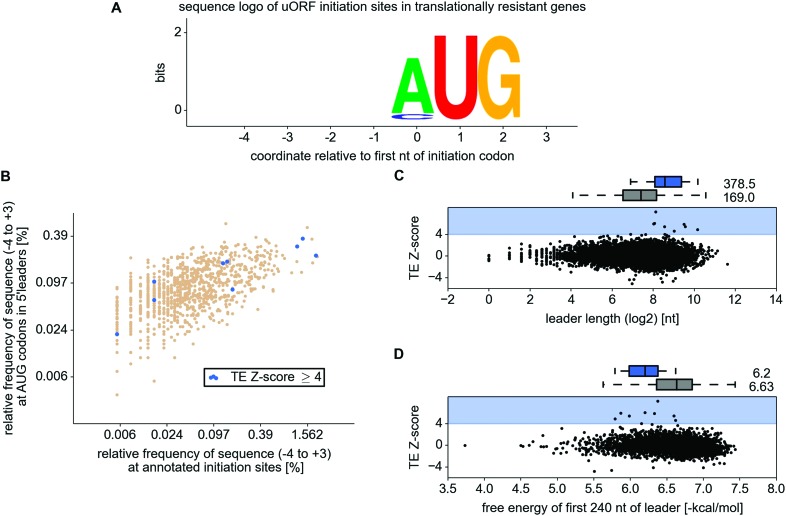
Analysis of 5’ leader and upstream open reading frame (uORF) features in the resistant mRNAs. (**A**) WebLogo representation of information content within translation initiation sequences (from position −4 to position +3) for uORF starts in the resistant mRNAs. (**B**) Comparison of frequencies of various translation initiation sequences (−4 to +3) for annotated ORFs (*x* axis) and AUG present in 5' leaders (*y* axis). Translation initiation sequences of uORFs in the resistant mRNAs are shown in blue. (**C**) Scatter plot representing relationship between translation response (*y* axis) and the length of 5′ leaders (*x* axis). (**D**) Relationship between translational response (*y* axis) and free energy of potential RNA secondary structures within the first 240 nt of 5′ leaders (*x* axis). **DOI:** http://dx.doi.org/10.7554/eLife.03971.013

We also compared various sequence features of 5′ leaders and uORFs between the resistant mRNAs and the remaining expressed mRNAs. We explored the nucleotide (nt) context surrounding uORF start codons (mostly AUG but also CUG) in resistant mRNAs but found no evidence for selection for a particular context (Figure 3—figure supplement 1A); the frequency of individual heptameric initiation sequences (−3 to +4) is equally variable across uORFs of resistant and non-resistant mRNAs as well as at annotated starts of CDS (Figure 3—figure supplement 1B). We found that the average 5′ leader length of resistant mRNAs is longer (378.5 nt) than that of other mRNAs (169.0 nt), but there is significant variation within both distributions (Figure 3—figure supplement 1C). We also found that 5′ leaders of resistant mRNAs have lower potential for RNA secondary structure formation within the first 240 nt based on free energy estimates of potential structures predicted with RNAfold (Lorenz et al., 2011). Yet, the difference is small and RNA secondary structure potential does not correlate well with resistance (Figure 3—figure supplement 1D).

Based on this analysis we concluded that uORFs are ubiquitous in all highly resistant mRNAs expressed in HEK293T cells and the efficient (and perhaps inhibitory) translation of these uORFs most likely plays a crucial role in the mechanism of resistance. The mere presence of an uORF and its translation is insufficient to provide the resistance to eIF2 inactivation.

### Newly discovered cases of resistance to eIF2 inhibition mediated by uORFs

We focused our attention on newly identified uORF-bearing mRNAs whose translation was refractory to eIF2 inactivation. For some of these the regulatory function of uORFs has been described previously, but its implication in eIF2-dependent translational control was not shown. This was true for *IFRD1* (a.k.a. *PC4* and *TIS7*), an interferon-related developmental regulator that was reported to be a modifier gene for cystic fibrosis (Gu et al., 2009). It has been reported previously that one of the two *IFRD1* transcript variants possesses a 51 codon uORF which triggers mRNA decay upon termination under normal conditions but not under conditions of Unfolded Protein Response mediated by tunicamycin (Zhao et al., 2010). 

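The mRNA-seq count of IFRD1 was 458 in control and 418 in arsenite in replicate 1, and 2414 and 2640 in replicate 2. Its RNA level changed by −0.06 on the log2 scale relative to the bulk (standard error 0.0583, adjusted p = 0.678 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its RNA Z-score was −0.25 in replicate 2. On the CDS, 57 ribo-seq reads became 142 in replicate 1 and 171 became 354 in replicate 2. The log2 TE change was 2.33 (standard error 0.161), with 2.32 in replicate 1 and 2.31 in replicate 2. Both variants of IFRD1 were not separated, since 1 transcript per gene was used.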

We did not observe a significant change in the transcript level upon arsenite treatment. 

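UCP2 had 30 ribo-seq reads on its CDS in control and 40 in arsenite in replicate 1, and 137 and 174 in replicate 2. Its log2 TE change relative to the bulk of mRNAs was 1.63 (standard error 0.183, adjusted p = 0.00930 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its TE Z-score in replicate 2 was 4.15. On the 5′ leader 13 reads became 17 in replicate 1, and 183 became 105 in replicate 2. The RNA level changed by −0.13 (adjusted p = 0.266 from the same test).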

A second case is *UCP2*, which codes for a mitochondrial anion carrier protein that increases the proton conductance of the mitochondrial membrane in response to reactive oxygen species production (Baird and Wek, 2012). It was shown that expression of *UCP2* is upregulated at the translational level upon oxidative stress (Adam et al., 2006). The *UCP2* 5′ leader contains a 36 codon uORF that inhibits translation of *UCP2* mRNA under normal conditions (Hurtaud et al., 2006).

To our knowledge the other newly identified mRNAs have not been shown to be regulated at the translational level before. One of the most unusual examples is the mRNA encoding the probable UDP-sugar transporter protein SLC35A4 (Figure 2). 

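SLC35A4 had almost no ribo-seq reads on its CDS in control, 0 in replicate 1 and 4 in replicate 2. In arsenite it had 2 and 81. On its 5′ leader the libraries held 50 and 347 reads in control, and 34 and 201 in arsenite. Its mRNA was abundant, with 595 and 3014 mRNA-seq reads in control and 603 and 2995 in arsenite. The fitted log2 TE change of 5.64 has a standard error of 0.421, and its size depends on the few control reads and, in replicate 1, on 2 reads in arsenite. In replicate 2 the TE Z-score was 6.16, and TE scaled by spike-in was 9.75 times that of control. With reads over the whole transcript in place of the CDS, the log2 change was 0.87 and did not pass the threshold of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.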

Its 5′ leader contains 11 AUG codons, most of which are not conserved; however, one AUG that initiates a 102 codon uORF is highly conserved across vertebrates. This uORF encodes a peptide sequence containing PFAM domain DUF4535, ID PF15054; moreover, the pattern of its conservation is consistent with protein coding evolution (Figure 2—figure supplement 1), suggesting that this uORF likely encodes a functional protein. This alternative protein (EMBL accession HF548106) was recently detected by mass spectrometry analysis of cultured cells and human tissues (Vanderperre et al., 2013; Kim et al., 2014). We examined translation of this mRNA in other publicly available ribosome profiling datasets using GWIPS-viz (Michel et al., 2014) and found that this uORF is translated in all datasets (Figure 2—figure supplement 3A). How ribosomes reach the 12^th^ AUG codon upon arsenite treatment is unclear and merits further investigation.

Notably, one of the resistant mRNAs found in our study is the *PPP1R15B* gene that encodes a phosphatase that dephosphorylates eIF2, PPP1R15B (a.k.a. CReP) (Novoa et al., 2001). 

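PPP1R15B had 101 ribo-seq reads on its CDS in control and 110 in arsenite in replicate 1, and 358 and 391 in replicate 2. Relative to the bulk of mRNAs its TE rose by 1.29 on the log2 scale (standard error 0.169, adjusted p = 0.0126 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), by 1.1 in replicate 1 and 1.38 in replicate 2. Its TE Z-score was 3.91 in replicate 2 and 2.09 in replicate 1, and scaled by spike-in its TE in replicate 2 was 0.472 times that of control.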

Sustained translation of PPP1R15B mRNA under conditions of eIF2 inactivation represents a feedback loop for reactivation of eIF2 during recovery from stress.

Although they did not pass our stringent criteria for a resistant gene, other candidates which we identified (based on the gene function and their profiles) are *AZIN1* (TE Z-score 2.76) and *MIEF1* (TE Z-score 2.88)*. 

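MIEF1 is listed under its earlier symbol SMCR7L in the deposited counts. The TE Z-score in replicate 2 was 2.76 for AZIN1 and 2.94 for MIEF1, and in replicate 1 it was 1.79 and 1.98. The log2 TE change relative to the bulk was 1.07 for AZIN1 (standard error 0.193, adjusted p = 0.0360 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 1.05 for MIEF1 (standard error 0.163, adjusted p = 0.0245 from the same test). With reads over the whole transcript in place of the CDS neither was called, at 0.73 and 0.70. AZIN1 had 242 leader and 392 CDS reads in control in replicate 2, and 162 and 354 in arsenite. MIEF1 had 198 leader and 301 CDS reads in control there, and 91 and 249 in arsenite.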

AZIN1* encodes an inhibitor of ODC1 (ornithine decarboxylase) antizymes. Antizymes are proteins that target ODC1 for degradation, and AZIN1 is highly similar to ODC1 but lacks ornithine decarboxylation enzymatic activity. This makes it a competitive inhibitor of antizymes (Murakami et al., 1988). It has been shown that an uORF initiated with a non-cognate AUU codon mediates sensitivity of *AZIN1* mRNA translation to polyamine levels (Ivanov et al., 2008). *MIEF1*, mitochondrial elongation factor 1, is another candidate bicistronic mRNA that we have identified (the other is *SLC35A4*). Similar to *SLC35A4*, we observed evidence of protein coding evolution within its uORF (Figure 2—figure supplement 2). Its translation is also supported by multiple ribo-seq datasets available in GWIPS-viz (Michel et al., 2014), see Figure 2—figure supplement 3B. Examination of the sequence encoded by its uORF revealed that it contains a conserved domain that belongs to a PFAM family Complex 1 protein (LYR family), ID PF05347.

### 5′ leaders of several newly identified mRNAs are sufficient to provide resistance to translation inhibition

To examine the role of the 5′ leaders in modulating the resistance to eIF2 inhibition of resistant mRNAs revealed in this study (*IFRD1*, *PPP1R15B*, *UCP2*, *PTP4A1*, and *SLC35A4*), we designed reporter constructs and prepared capped and polyadenylated mRNAs with sequences of 5′ leaders upstream of a Firefly luciferase (Fluc) coding region. We used the 5′ leader of *ATF4* mRNA and the HCV IRES as positive controls and, as a negative control, we used a non-specific 63 nt leader from the vector pGL3. mRNAs along with a control mRNA encoding *Renilla* luciferase (Rluc) were transfected into HEK293T cells and simultaneously treated with 40 μM arsenite or vehicle (Andreev et al., 2009).

Under normal conditions the translation of mRNAs bearing the 5′ leaders of *IFRD1*, *PPP1R15B*, *UCP2*, and *PTP4A1* was about sevenfold lower than that of the control mRNA with the simple non-specific leader (pGL3), whereas *SLC35A4* was even lower (Figure 4A and Figure 4—figure supplement 1A). Arsenite treatment resulted in significant inhibition of pGL3 and control Rluc translation, while translation of other mRNAs did not change considerably and even slightly increased for SLC35A4 and HCV IRES. Similar results were observed in the Huh7 hepatocarcinoma cell line (Figure 4—figure supplement 1C). To address the effect of arsenite treatment on ongoing translation, which may be more relevant than conditions applied for ribosome profiling, reporter mRNAs were transfected and 1 hr later cells were treated with either non-specific translational inhibitor cycloheximide or arsenite. As expected, both inhibitors efficiently blocked translation of control Rluc mRNA but only cycloheximide was able to arrest translation driven by leaders of resistant mRNAs. Surprisingly, during arsenite treatment the reporter mRNA with the SLC35A4 5′ leader was able to produce 15 times more luciferase than after treatment with cycloheximide (Figure 4—figure supplement 2).

**Figure 4.**
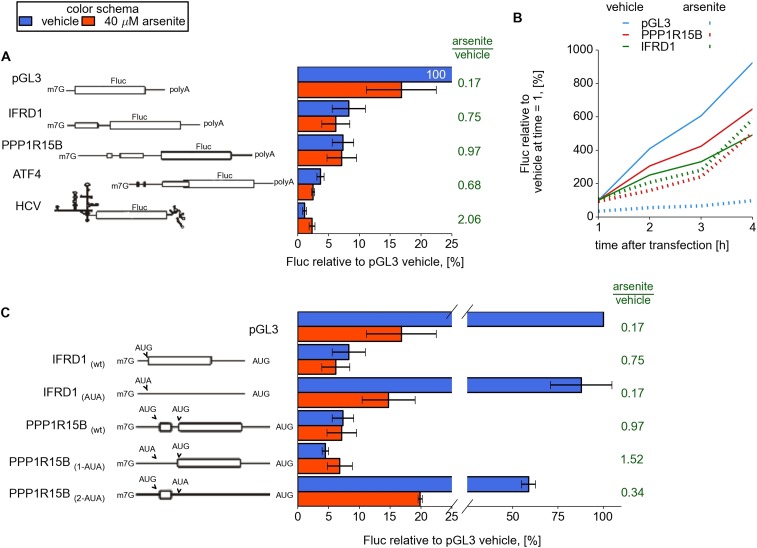
Upstream open reading frame (uORF) involvement in modulation of IFRD1 and PPP1R15B mRNAs stress resistance. (**A**) Firefly luciferase (Fluc) activity produced by expression of mRNA containing different 5′ leaders 2 hr after arsenite treatment (red bars) and in untreated cells (blue bars). Relative units correspond to Fluc activity normalized to the median Renilla luciferase (Rluc) activity derived from a co-transfected Rluc mRNA. The green text represents fold change calculated from the same data. The ORF organization of examined mRNAs is outlined on the left. Bars represent standard deviations. (**B**) Time series analysis of Fluc expression in cells treated at the time of transfection with sodium arsenite to a concentration of 40 µM (dotted lines) or vehicle (solid lines). Fluc activity of vehicle at 1 hr was taken as 100% for each mRNA and experimental condition. (**C**) Effect of start codon identity in IFRD1 and PPP1R15B 5′ leaders on Fluc activity. **DOI:** http://dx.doi.org/10.7554/eLife.03971.014

**Figure 4—figure supplement 1.**
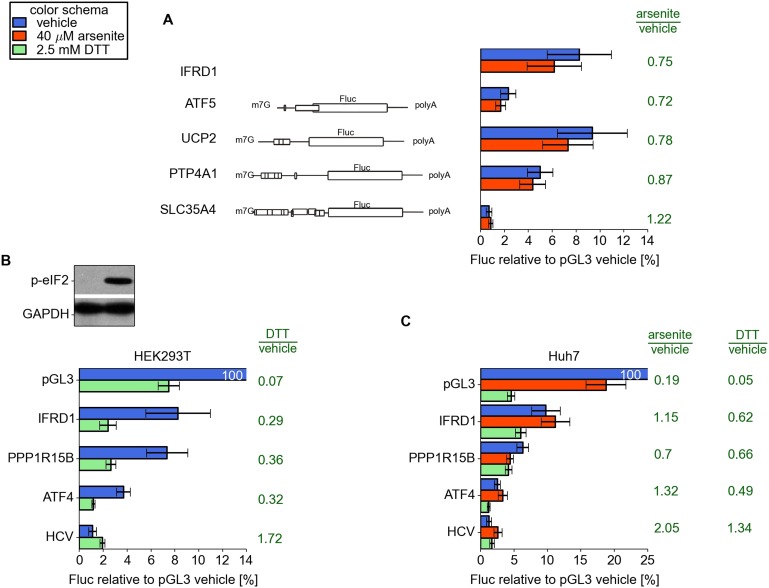
(**A**) Resistance of additional reporters with 5′ leaders of ATF5, UCP2, PTP4A1, and SLC35A4 to arsenite treatment. (**B** and **C**) Resistance of different 5′ leaders to arsenite treatment in HEK293T cells (**B**) and to arsenite or dithiothreitol (DTT) treatment in Huh7 cells (**C**). Western blot on panel B demonstrates ubiquitous phosphorylation of eukaryotic initiation factor 2 (eIF2) upon DTT treatment. **DOI:** http://dx.doi.org/10.7554/eLife.03971.015

**Figure 4—figure supplement 2.**
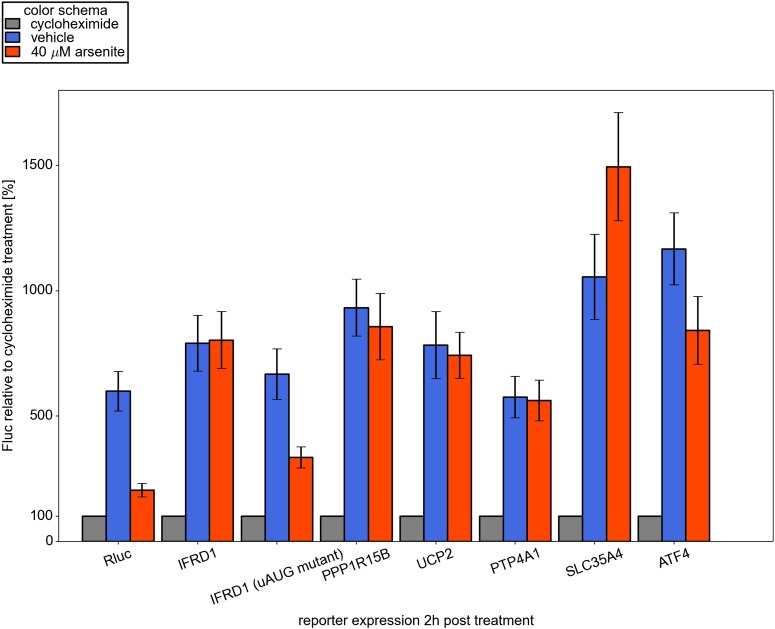
Effect of arsenite treatment on ongoing reporter translation. Reporter firefly luciferase (Fluc) mRNAs along with control *Renilla* luciferase (Rluc) mRNA were co-transfected into HEK293T and 1 hr later cells were treated either with vehicle or with 100 µg/ml cycloheximide or 40 µM arsenite. Two hours after treatment the cells were harvested and luciferase activities were measured. Normalized luciferase values for each sample treated with cycloheximide were set as 100%. **DOI:** http://dx.doi.org/10.7554/eLife.03971.016

**Figure 4—figure supplement 3.**
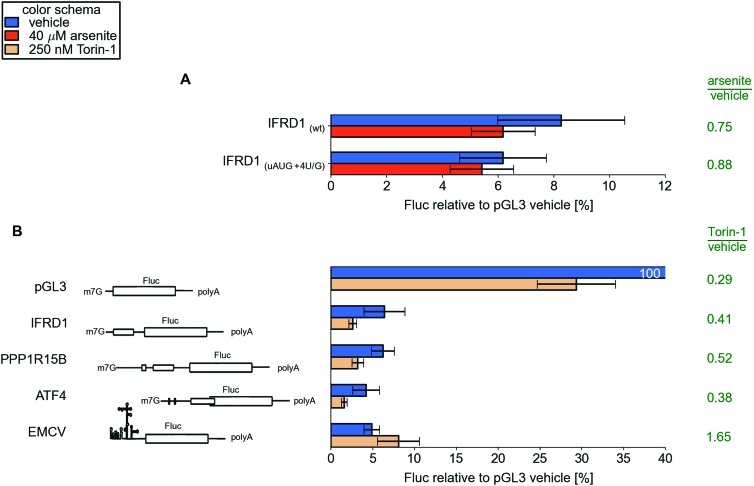
(**A**) Effect mutations that improve initiation Kozak context for uAUG in the IFRD1 leader during arsenite treatment. (**B**) Effect of Torin-1 treatment on translation of different reporter mRNAs in HEK293T. **DOI:** http://dx.doi.org/10.7554/eLife.03971.017

**Figure 4—figure supplement 4.**
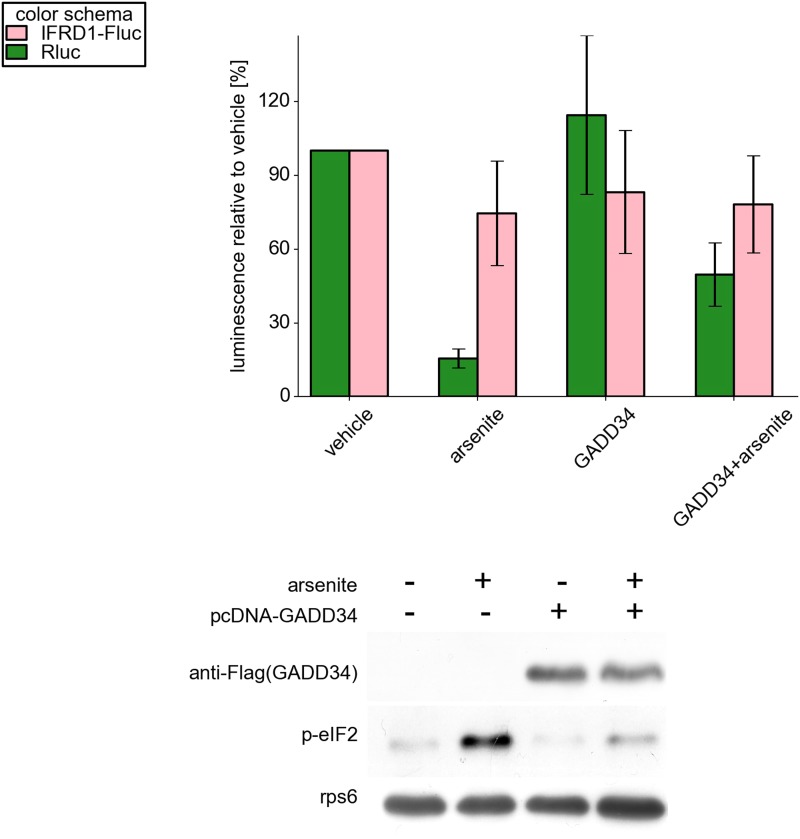
Top: Effect of GADD34-Flag (PPP1R15A) overexpression on activity of firefly luciferase under control of the IFRD1 mRNA leader (Fluc, green bars) and on mRNA encoding *Renilla* luciferase (Rluc, light pink bars). Bottom: Western blots showing the presence of the GADD34-Flag protein product and the phosphorylation level of eukaryotic initiation factor 2 (eIF2). **DOI:** http://dx.doi.org/10.7554/eLife.03971.018

For several other reporter mRNAs with different 5′ leaders which possess low TEs under normal conditions, translation was significantly downregulated upon arsenite treatment (data not shown). This rules out the possibility that low TE of reporter mRNA results in resistance to stress.

We also measured the kinetics of protein synthesis to rule out the possibility that our observations can be explained by mRNA silencing or destabilization (Andreev et al., 2013). For this purpose cells were treated with arsenite (or a vehicle) immediately after transfection and luciferase activity was measured over time. Both *IFRD1* and *PPP1R15B* reporters showed that luciferase activity increases over time with no indication of a plateau that would be expected upon mRNA destabilization (Figure 4B).

Treatment with a potent inhibitor of mTOR kinase, torin-1 (Thoreen et al., 2009), led to inhibited translation of these reporters to the same degree as the control pGL3 mRNA (Figure 4—figure supplement 3). Thus, *IFRD1* or *PPP1R15B* leaders do not provide translational resistance to the stress response that involves sequestration of the cap-binding protein eIF4E.

It was conceivable that translational resistance was due to side effects of arsenite treatment rather than its direct effect of eIF2 inactivation. To directly address the impact of eIF2 phosphorylation on reporter mRNA translation during arsenite stress, we carried out an experiment where cells were pre-transfected with a plasmid encoding the full length human PPP1R15A (a.k.a. GADD34) phosphatase subunit which is able to reverse eIF2 phosphorylation (Brush et al., 2003). Arsenite-induced eIF2 phosphorylation, as expected, was almost completely alleviated in the presence of GADD34 (residual phosphorylation probably reflects less than 100% efficient plasmid transfection), see Figure 4—figure supplement 4. As a result, the downregulation of control Rluc mRNA was only twofold in comparison with a more than sixfold reduction in cells not transfected with the GADD34 plasmid. Translation of the IFRD1 reporter was not affected under either condition. We therefore concluded that translational inhibition caused by arsenite treatment is predominantly due to the phosphorylation of eIF2. Also, we treated cells with 2.5 mM dithiothreitol (DTT), triggers the Unfolded Protein Response and results in eIF2 phosphorylation (Prostko et al., 1993). We found that the leaders of IFRD1 and PPP1R15B provide translational resistance under these conditions as well (Figure 4—figure supplement 1B).

### Site-specific mutagenesis confirms the critical role of *IFRD1* and *PPP1R15B* uORF translation in mediating resistance to eIF2 inhibition

While both *IFRD1* and *PPP1R15B* mRNAs possess uORFs with high TE (Figure 2), the architecture of their uORFs is markedly different (schematic organization of the 5′ leaders is depicted in Figure 4). *IFRD1* mRNA contains a single highly conserved 53 codon uORF that starts 19 nt from the 5′ end and ends 43 nt upstream of the main ORF. *PPP1R15B* mRNA contains two in-frame uORFs separated by 21 nt. The first uORF is eight codons long and is 127 nt from the 5′ end. The second 52 codon long uORF is 75 nt upstream of the CDS.

Substitution of the *IFRD1* uORF AUG with the AUA codon increased the reporter expression eightfold but made the translation susceptible to eIF2 inhibition. For *PPP1R15B*, substitution of the first uORF AUG with AUA slightly reduced the reporter activity under normal conditions but, surprisingly, further increased the reporter resistance to the stress. A similar substitution of the second uORF start codon significantly reduced the resistance to stress, as in the case with *IFRD1* (Figure 4C).

We conclude that neither of these genes is regulated by delayed reinitiation (as in *ATF4* and *GCN4*), since in both cases a single uORF is sufficient for eIF2-mediated translational control.

A single uAUG in *IFRD1* mRNA is in a suboptimal initiation context (A in −3 position but U in +4). To explore how the context may affect the resistance we introduced +4U/G mutation that improves the context. We found a slight inhibition of the *IFDR1* main ORF translation under normal conditions (presumably due to an increased inhibitory effect of the uORF translation). However, this mutation did not alter the sensitivity of the main ORF translation to arsenite stress (Figure 4—figure supplement 3A).

### An unstructured leader sequence upstream of IFRD1 uORF is necessary for stress resistance

We observed earlier that most stress resistant mRNAs possess efficiently translated uORFs. We hypothesized that some features of the 5′ leaders upstream of uORFs may be important for resistance. To address this issue we created two additional reporters based on control pGL3 and IFRD1, where we added a 5′ terminal stem loop of intermediate stability (Figure 5). As expected, the addition of this stem loop resulted in a threefold to fourfold decrease in the activity of both reporters under normal conditions. Interestingly, when arsenite stress was induced, the SL-IFRD1 construct did not exhibit resistance while translation of SL-PGL3 was downregulated as much as the pGL3 construct. Therefore we propose that efficient loading of pre-initiator complexes to the uORF is necessary for stress resistance in IFRD1. Next we addressed the question of whether the specific sequence upstream of the IFRD1 uORF is required for regulation. We substituted it with an artificial single stranded (CAA)_6_ sequence of the same length. This mutation did not alter stress resistance. Thus, we hypothesize that, for resistant translation, the uORF has to be preceded with a leader allowing a high initiation rate at the uORF.

**Figure 5.**
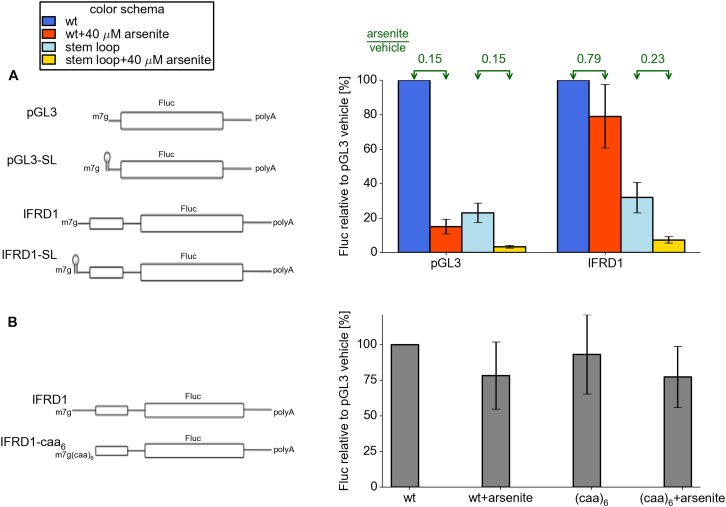
Features of the IFRD1 5′ leader required for resistance. (**A**) Firefly luciferase (Fluc) activity produced by expression of mRNA containing pGL3 and IRFD1 leaders (outlined on the left) with and without an additional stem loop at the 5′ end under different conditions. Blue (normal conditions) and red (stress conditions) bars correspond to leaders lacking the stem loop while light blue (normal) and yellow (stress) correspond to leaders with the stem loop. The fold change of Fluc activity in response to stress is indicated above by green arrows. (**B**) Effect of (CAA)_6_ addition to the 5′ leader of IFRD1 on Fluc activity in response to stress. **DOI:** http://dx.doi.org/10.7554/eLife.03971.019

## Discussion

eIF2 phosphorylation is a key event in the response of cells to various stresses and is also involved in the cell cycle. The global downregulation of protein synthesis triggered by eIF2 inactivation has two main purposes. The first is to conserve cellular resources, and the second is to provide a delay to evaluate the severity of the damage and, depending on its level, reprogram gene expression either towards apoptosis or to a pro-survival repair response. This necessarily requires activation of genes involved in the ISR. mRNAs of genes involved in the ISR ought to be translated under conditions of eIF2 inactivation (see reviews by Luo et al., 1995; Baird and Wek, 2012).

In order to identify such mRNAs we utilized ribosome profiling, a technique that generates a snapshot of ribosome locations on the entire set of mRNAs (Ingolia et al., 2009). We applied this technique to HEK293T cells 30 min after treatment with sodium arsenite, a well-known inducer of eIF2 phosphorylation. This enabled us to study the early stress response at the level of translation. Under our strict criteria of statistical significance (Z-score TE >4), translation of 10 mRNAs was found to be resistant. Translation of six mRNAs (encoding ATF4, PPP1R15A, SLC35A4, C19orf48, ATF5, HOXB2) was increased and translation of four (encoding IFRD1, PTP4A1, PCNXL4, UCP2) was reduced only slightly in comparison with a global reduction in translation. Seven mRNAs (encoding CCNG1, CCNI, CSDE1, ODC1, PABPC1, PCBP2, RPL12) were found to be particularly sensitive. We confirmed translational resistance of some genes previously reported and identified novel stress resistant genes.

Features found to be common amongst the resistant mRNAs are their low levels of CDS translation (Figure 3C) and low levels of transcription, except ATF4 (Figure 1E). It is unclear, however, whether these features are common due to the resistance-providing mechanism or due to their function. mRNAs resistant to eIF2 are expected to encode components of cell signalling (e.g. transcription factors, kinases, phosphatases) and therefore are not required in large quantities. We also found that, with one exception, all mRNAs significantly resistant to the stress conditions possess translated uORFs in their 5′ leaders. Their number, mutual organization, and depth of phylogenetic conservation vary. *IFRD1* has only a single uAUG in its 5′ leader while *SLC35A4* has 11 (Figure 2). For these mRNAs at least one of the uORFs is efficiently translated under normal conditions and is longer than 20 codons. We confirmed that 5′ leaders of some of these mRNAs confer translation resistance to a reporter in synthetic RNA constructs. Owing to the diversity of the uORF organisation in these 5′ leaders, the mechanism of uORF-mediated resistance may vary and should be studied individually. We chose to explore how the sequence properties of *IFRD1* and *PPP1R15B* 5′ leaders affect the resistance of downstream ORFs. For this purpose we carried out site-directed mutagenesis of 5′ leader sequences in the constructs containing a luciferase reporter. We found that translation of only one uORF is sufficient to provide resistance to eIF2 inhibition for *IFRD1* and *PPP1R15B*. Therefore it is likely that the resistance for these transcripts is provided by the mechanism that resembles alleviation of scanning ribosomes obstruction rather than delayed reinitiation (ATF4-like cases). The substitution of IFRD1 leader upstream of an uORF with an artificial single stranded sequence does not affect stress resistance, ruling out the requirement for a specific nucleotide sequence. However it is likely to enable rapid ribosome loading at the uORF since the addition of a 5′ terminal stem loop of intermediate stability abolished stress resistance. This observation may explain why translation of many mammalian mRNAs possessing uORFs is not resistant to eIF2 phosphorylation. Translation of these uORFs might be inhibited to such an extent that they would be unable to provide any resistance.

While it is possible that uORFs provide mRNAs with stress resistance in the same manner in all resistant mRNAs detected here, we think it is more likely that uORFs are an essential component of the diverse mechanisms. We mentioned earlier two such mechanisms, delayed initiation and alleviation of scanning ribosomes obstruction. However, even an IRES-mediated resistance would likely require translation of an uORF as it would prevent IRES structure melting by the scanning ribosomes.

The genes that we found to be resistant to eIF2 inhibition may participate in the ISR. This is the case with *PPP1R15B*. Similar to *PPP1R15A*, it encodes a subunit of the phosphatase that dephosphorylates eIF2, thus providing feedback preventing complete translation suppression and also enabling recovery from the stress-induced translational arrest (He et al., 1997; Jousse et al., 2003). Expression of *PPP1R15A* is tightly regulated, its basal level of expression is almost undetectable (Novoa et al., 2001), whereas *PPP1R15B* is constitutively present in cells (Jousse et al., 2003). PPP1R15B is a short-lived protein whose half-life is approximately 45 min (Jousse et al., 2003). Therefore it needs to be continuously synthesized in order to dephosphorylate eIF2. It has previously been found to remain present in the cell upon arsenite and tunicamycin treatments (Jousse et al., 2003).

It is also possible that some of the translationally resistant genes are not directly implicated in the ISR. Their resistance could be related to other eIF2-mediated regulatory mechanisms, for example during cell-cycle progression or development (Datta et al., 1999; Harding et al., 2009). At least one of the newly identified stress resistant mRNAs encoding oncogenic phosphatase PTP4A1 (a.k.a. PRL-1) may be directly implicated in malignant transformation since it downregulates expression of p53 tumour suppressor (Min et al., 2009).

Translational resistance of some genes to eIF2 phosphorylation may also be a consequence of the ORF organisation of their mRNAs which serves a different purpose. This could be the case for the candidate bicistronic mRNAs identified in this study (*MIEF1*and *SLC35A4*). The ratio between uORF and main ORF translation changes in both upon eIF2 inactivation. Coding for two functionally related proteins in the same mRNA may be advantageous for coordination of their expression.

To summarize, our work expands the list of mRNAs which are known to be persistently translated under conditions of eIF2 phosphorylation, although it suggests that the number of such mRNAs is very low. The analysis of ribosome densities on mRNAs resistant to eIF2 phosphorylation accentuates the vital role of uORF translation in providing the resistance.

## Materials and methods

### Ribosome profiling

The ribosomal profiling technique was carried out according to Ingolia et al. (2012) but with important modifications described below. HEK293T cells were grown in DMEM supplemented with alanyl-glutamine and 10% FBS and replated to 150 mm dishes (two dishes per sample). After the cells reached 70–80% confluency, sodium arsenite (or vehicle) was added at 40 µM and 30 min later the cells were harvested: dishes were immediately chilled on ice and washed with PBS + cycloheximide (100 µg/ml). Importantly, cells were not pre-treated with cycloheximide to avoid artificial accumulation of initiation complexes at translation initiation starts (Gerashchenko and Gladyshev, 2015). Cells were then lysed with buffer containing 20 mM Tris–HCl (pH 7.5), 250 mM NaCl, 1.5 mM MgCl_2_, 1 mM DTT, 0.5% Triton X-100, 100 µg/ml cycloheximide (Sigma-Aldrich), 20 U/ml TURBO DNAse (Ambion, Waltham, MA). Note that the buffer contains low magnesium (1.5 mM), since high magnesium concentrations stabilize secondary structures in mRNAs which may hamper digestion by RNAse I (RNAse I itself does not require divalent cations for its activity) and lowering magnesium concentration in 5 mM to 15 mM range has been shown to improve footprint resolution (Ingolia et al., 2012). Cell lysates were incubated on ice for 10 min, centrifuged at 16,000×*g* at +4°C for 10 min, and the supernatant was divided into two parts for ribo-seq and ‘naked’ mRNA-seq library preparation. One part of the lysate, usually 10–20 A260, was treated with RNAse I (Ambion) with 100 U per 3.1 A260 of lysate at 23°C for 50 min. The digestion was then stopped with the appropriate amount of SUPERASE inhibitor (Ambion). The treated lysate was loaded on 10–60% (m/v) sucrose density gradient containing 20 mM Tris–HCl (pH 7.5), 250 mM NaCl, 15 mM MgCl_2_, 1 mM DTT, 100 μg/ml cycloheximide and centrifuged in SW-41 rotor at 35,000 rpm for 3 hr. Sucrose density gradients were prepared as described previously (Stone, 1974). Briefly, 5.5 ml of 10% sucrose was slowly layered onto the same volume of 60% sucrose, gradient tubes were then sealed with parafilm, slowly placed horizontally for 4 hr to allow spontaneous gradient formation and then slowly returned to a vertical position. This method of gradient formation is highly reliable and reproducible and does not require any special equipment. Total RNA from the fractions corresponding to 80S peak was then extracted with phenol/chloroform followed by ethanol precipitation.

For the mRNA-seq control, the second lysate aliquot was processed with Trizol-LS (Life Technologies, Waltham, MA) according to the manufacturer's protocol. mRNA from total RNA was isolated using the Oligotex mRNA kit (Qiagen, Netherlands). Two rounds of polyA(+)-mRNA selection instead of one were applied to decrease rRNA contamination to approximately 3%. Purified mRNA was then subjected to alkaline hydrolysis as described by Ingolia et al. (2009).

Both ribo-seq and mRNA-seq samples were loaded onto a 15% denaturing urea PAGE (containing 1× TBE, 7 M urea, and AA:bis-AA in the ratio 20:1). Bands corresponding to nucleic acid fragments of 28–34 nt were excised for both ribo-seq and mRNA-seq samples. RNA was extracted by overnight incubation in a shaker using buffer containing 0.3 M NaOAc (pH 5.1), 1 mM EDTA, and 0.1% SDS followed by precipitation with one volume of isopropanol and 2 µl of GlycoBlue (Life Technologies).

The same quantity of both ribo-seq and mRNA-seq fragments (usually 100 ng) were mixed with 1:10,000 of unspecific RNA oligonucleotide 5′AUGUACACGGAGUCGACCCGCAACGCGA 3′ which serves as a ‘spike-in’ control. The library preparation was carried out as previously described (Ingolia et al., 2012) with the following modifications. First, the circularization reaction was performed for 2 hr. Second, during PCR library amplification, the temperature ramping speed was set as 2.2°C/s to reduce bias associated with GC content (Aird et al., 2011).

Two independent biological replicates were carried out. Libraries were sequenced either on an Illumina MiSeq genome analyser at the TrinSeq genomic facility (Dublin) or on an Illumina HiSeq 2000 system at the Beijing Genomics Institute (BGI).

### Plasmid constructions

Reporter DNA constructs were prepared on the basis of the pGL3R vector (Stoneley et al., 1998). Plasmids containing the 5′ leaders of test mRNAs were cloned between SpeI and NcoI. pGL3R-HCV and pRluc plasmids are described in Andreev et al. (2009). The 5′ leader of *IFDR1* mRNA (NM_001550.3) was shortened by 38 nt at the 5′ end to correspond to the location of the likely predominant transcription start based on the analysis of available ESTs (Expression Sequence Tags) for this region. The 5′ leader of *PPP1R15B* (NM_032833.3) was extended at the 5′ end by 1 nt, which is present in the majority of available EST sequences.

For the same reasons, the 5′ leader of *UCP2* mRNA (NM_003355.2) was shortened by 16 nt and the 5′ leader of *PTP4A1* mRNA (NM_003463.4) by 547 nt; both 5′ leaders were cloned into pGL3R between Spe1 and Nco1. The 5′ leader of *SLC35A4* mRNA (NM_080670.2) was extended by 11 nt. To prepare pGL3-ATF4, the human *ATF4* 5′ leader was obtained by RT-PCR with primers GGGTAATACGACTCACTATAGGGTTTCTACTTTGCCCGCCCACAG and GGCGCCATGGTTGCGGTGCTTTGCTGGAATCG. The resulting product was digested with NcoI (underlined) and inserted into pGL3 vector at SmaI-NcoI sites.pGL3-ATF5 was prepared with the leader of ATF5 mRNA (NM_001193646.1) shortened by 62 nt.

The HCV-Fluc plasmid contained the T7 promoter, the entire viral 5′ leader, and the first 33 codons of viral ORF fused to Fluc and without its initiator codon and entire viral 3′ UTR.

Full length human ppp1R15A (GADD34) sequence fused with N-terminal FLAG tag was cloned in pcDNA 3.1 construct between HindIII and XbaI to prepare pcDNA GADD34 construct.

### mRNA preparation

mRNA preparation was carried out as described by Dmitriev et al. (2007). Briefly, PCR products were obtained with a forward primer containing the T7 promoter (either the universal primer which anneals to the vector sequence immediately upstream of insertions, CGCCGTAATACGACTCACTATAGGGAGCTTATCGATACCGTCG or the T7 promoter-containing gene specific primer) and reverse primer containing an oligo(dT) stretch of 50 nt T50AACTTGTTTATTGCAGCTTATAATGG. To introduce stem loop structure, PCR products were obtained with forward primer containing the T7 promoter: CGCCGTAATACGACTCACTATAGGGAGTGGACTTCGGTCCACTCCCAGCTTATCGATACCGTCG. To introduce the CAA_6_ sequence upstream of the IFRD1 uORF, the following primer was used: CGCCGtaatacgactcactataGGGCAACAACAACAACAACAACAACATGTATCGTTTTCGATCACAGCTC.

The PCR products were then purified and used as templates for T7 RNA polymerase using in vitro RNA transcription by T7 RiboMAX Large Scale RNA Production kit (Promega, Fitchburg Center, WI). For preparation of m7G-capped transcripts the 3′-*O*-Me-m7GpppG (ARCA cap analogue, New England Biolabs, Ispwich, MA) was added to the transcription mix without GTP for 5 min to prime transcripts with cap followed by the addition of GTP (at a ratio of ARCA:GTP 10:1). The resulting RNAs were purified by LiCl precipitation and examined for integrity by PAGE.

### Cell culture, western blots and transfection procedures

Experiments with mRNA transfection were performed as described in Andreev et al. (2012). Briefly, the mixture of 0.2 µg m^7^G-capped Fluc mRNA and 0.01 µg m^7^G-capped Rluc mRNAs per 1 well of 24-well plate was transfected to the cells at 70–80% confluency either with Lipofectamin 2000 (Invitrogen, Waltham, MA) or Unifectin 56 (Rusbiolink, Russian Federation). Simultaneously with transfection, cells were treated with either 40 µM sodium arsenite, 2.5 mM DTT or 250 nM Torin-1 (Torics Biosciences, Minneapolis, MN). Two hours later (or at the specified time interval), cells were harvested and luciferase activities were analysed with the Dual Luciferase Assay kit (Promega).

For experiments with GADD34 overexpression, cells were transfected with either pcDNA-GADD34 or control pcDNA3.1 one day prior to mRNA transfection. Plasmids were transfected with Fugene 6 (Promega) according to the manufacturer's instructions.

For western blotting, cells were rapidly lysed with buffer containing 1% SDS and 20 mM Tris–HCl pH 6.8 followed by brief sonication of the lysates. This was done to prevent post-translational modifications of proteins of interest during the lysis. Antibodies used in the study were: rabbit anti-EIF4EBP1 (AB3251; Chemicon International, Germany), rabbit anti-GAPDH (PTG10494-1-AP; Proteintech, Chicago, IL), rabbit anti-ATF4 (10835-1-AP; Proteintech), rabbit anti-phospho-p70 S6 kinase (Thr389) (9205S; Cell Signalling, Danvers, MA), rabbit anti-phospho-S6 ribosomal protein (Ser235/236) (2211S; Cell Signalling), rabbit anti-S6 ribosomal protein (2217S, Cell Signalling), rabbit anti-phospho eIF2 (S51) (SA-405; Enzo, New York, NY), and anti-FLAG-M2 (SigmaAldrich, St. Louis, MO). To remove non-specific binding, phospho-eIF2 antibodies (1:2500) were incubated along with 10% fetal bovine serum in TBS-T.

### Data analysis

Cutadapt (Martin, 2011) was used to remove the 3′ adapter of the reads (TGGAATTCTCGGGTGCCAAGG for the first replicate and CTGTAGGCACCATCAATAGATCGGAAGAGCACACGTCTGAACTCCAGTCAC for the second). Reads that did not map to either the ‘spike-in’ (ATGTACACGGAGTCGACCCGCAACGCGA) or rRNA sequences were aligned to the RefSeq catalogue (Pruitt et al., 2014) downloaded from the NCBI website on 15 August 2013. The alignment was carried out with Bowtie version 1.0.0 (Langmead et al., 2009), with parameters -a -m 100 –norc (all read mappings to the positive strand were taken with exception of those with more than 100 mappings). Reads that mapped to transcripts of more than one gene or multiple times to a transcript were discarded. In order to maximize the genuine ribosome footprints aligning to the transcriptome, ribo-seq reads with a length typical for monosomes (29–35 inclusive) were used for further analysis. In the case of multiple transcript variants, among the transcripts annotated as protein coding, the one with the highest ribo-seq read density in control conditions was brought forward for differential expression analysis.

The raw read count data were rescaled to normalize for the differences in the total number of reads mapped with a rescale factor *F*. For the first replicate the rescaled factor *F* for each sample was calculated as the difference by which the total number of mapped reads exceeds the lowest total number of mapped reads out of two conditions, that is:

$$F_{n}=\frac{\sum_{i}x_{ni}}{\underset{i}{\text{min}}x_{ni}},$$

where *x*_*ni*_ is the number of mapped reads from sample *n* in the condition *i*. This normalization was carried out independently for ribo-seq and mRNA-seq.

The second replicate was sequenced on Illumina Miseq and Hiseq 2000 instruments and obtained sequence reads were aggregated. The number of ‘spike-in’ reads was used to rescale the read counts with a similar approach as for replicate 1. The raw read count of each sample was divided by the rescaling factor *F* calculated as above with the only difference that *x*_*ni*_ represents the number of ‘spike-in’ reads from sample *n* in the condition *i*. This rescaling was also implemented for the ribosomal profiles of individual transcripts shown in Figure 2.

The normalized read counts of ribo-seq reads aligning to the coding regions (as determined by inferred locations of the A-site codons) and of mRNA-seq reads aligning to the entire transcript were used for the differential expression analysis. For ribo-seq reads the A-site codon of the elongating ribosome was inferred to be the 17^th^ or 18^th^ nt of the read from its 5′ end depending on the read length.

Transcripts were binned based on the number of mapped reads (expression/coverage level) in one of the conditions where this value is the minimal. For the analysis of differential translation efficiency the minimum value (referred to as the minimum expression level) was taken from four conditions while, for the analysis of differential RNA level, only RNA-seq reads obtained under control and stress conditions were used. With the minimum expression level threshold of two reads, transcripts were sorted in ascending order and arranged in bins of size 300. Each bin had transcripts with a similar number of mapped reads and was analysed independently. The mean and standard deviation of change in expression of the transcripts within each bin was used to determine a Z-score for each transcript. For the remaining transcripts of insufficient number to be binned (<300), the mean and standard deviation was obtained from the previous bin. The Z-score determined for each transcript enabled comparison between bins.

The analysis of translation of mRNA leaders was carried out for the transcripts with at least two normalized read counts in each of all four experiments/conditions. An uORF was defined as a sequence of sense codons uninterrupted with a stop codon and beginning with an AUG codon located upstream of the annotated CDS. In the case of uORFs overlapping CDS, the 5′ end of CDS was considered as the end of the uORF in order to avoid ambiguity in assigning ribo-seq reads to one of the two overlapping ORFs. Nested uORFs (those contained within uORFs in the same frame) were excluded for the same reason. The TE of an uORF was estimated as the average density of ribo-seq reads in the uORF divided by the average density of the mRNA-seq reads for the corresponding mRNA. An uORF was considered to be translated if more than five ribo-seq reads aligned to it. For transcripts with more than one translated uORF, the properties of the uORF with the highest number of aligned ribo-seq reads were used.

For the purpose of the analysis represented in Figure 3C, the centre of ribosome density was defined as the minimal mRNA coordinate for which the number of ribo-seq reads aligning 5′ of the corresponding location is the same or greater than the number of ribo-seq reads aligning 3′ of the corresponding location. This value was determined for genes under arsenite and control conditions. The difference in ribosome footprint density was divided by the CDS length to prevent skewing of results in favour of transcripts with longer coding regions.

The list of human cellular IRES was obtained from IRESite (Mokrejs et al., 2010) on 2 August 2014.

We identified the most probable translation initiation sites by manually examining the ribo-seq profiles of eight translationally resistant genes (*PPP1R15A*, *IFRD1*, *SLC35A4*, *C19ORF48*, *PTP4A1*, *PCNXL4*, *UCP2*, *PPP1R15B*). *ATF4* and *ATF5* were not included as these appeared to be regulated by an alternative method. uORF initiation sites with an AUG or CUG were selected based on their ability to fit with the observed profile upon manual examination. AUG codons were preferred, but the surrounding consensus sequence was not considered. A sequence logo of the initiation sites (−4 to +3) was produced with WebLogo (Crooks et al., 2004).

For Figure 3—figure supplement 1B, the sequences of all coding transcripts were included to determine the frequency of the initiation sites for both annotated start sites and for AUG sites in the leaders. The relative frequency was obtained by dividing the number of occurrences of a particular sequence by the total number. For example, the sequence GGCCATGG, the most common Kozak sequence in CDS sites occurring 640 times in 35,851 transcripts, has a relative frequency of (640/35,841) × 100 = 1.78%.

The free energy of leaders was estimated with RNAfold (Lorenz et al., 2011). The first 240 nt was used (transcripts with shorter leaders were excluded) as free energy of RNA is related to its length. We chose 240 nt as this was the length of the shortest leader of resistant mRNAs with a translated uORF.

### Data access

Sequences of ribosome profiling libraries have been deposited into the NCBI Gene Expression Omnibus portal under the accession number GSE55195.

How the deposited data were processed for this re-analysis (not part of the article)

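HEK293T cells, an established cell line, were profiled by ribo-seq and mRNA-seq after 30 min with 40 µM sodium arsenite and in control, with 2 replicates of each, which gave 8 libraries. The deposited values are counts that the authors made from their reads. They removed adapters with Cutadapt, set aside reads of the spike-in RNA and of rRNA, aligned the rest to the RefSeq transcripts with Bowtie, and discarded reads that mapped to more than 1 gene or more than once to a transcript. Ribo-seq reads of footprint length were assigned to the inferred A-site, and the runs of replicate 2 on both Illumina instruments were added together. Counts were deposited without normalization for 47087 transcripts, and for 35851 coding transcripts they are split into 5′ leader, CDS and 3′ UTR. The region counts summed to the transcript total in all coding transcripts of all 8 libraries. On the transcripts used, the ribo-seq libraries held 1900882 and 7270582 reads in control and 1023989 and 3043927 in arsenite (replicates 1 and 2), and the mRNA-seq libraries 3992449 and 19426243 in control and 4017861 and 21715178 in arsenite. The lower depth of replicate 1 limits genes with few reads most.

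One coding transcript represented each of 19964 genes. The methods take the one with the highest ribo-seq density in control. Transcript lengths were not used here, so the transcript with the most CDS ribo-seq reads over both control libraries was taken instead, which matters for 7766 genes with 2 or more coding transcripts. Of the genes in the partial copy of Figure 1—source data 1 used here, 75.3% had the same transcript and 94.3% the same ribo-seq count. Gene symbols are those of the deposited counts, so that MIEF1 appears there as SMCR7L.

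Changes in RNA level, ribosome occupancy and TE were tested with edgeR's quasi-likelihood test (edgeR 4.0.16, R 4.3.3), with TMM normalization, Benjamini-Hochberg adjustment and a threshold of 0.05, for genes with a mean of at least 10 counts. RNA levels used mRNA-seq counts over the transcript, ribosome occupancy used ribo-seq counts over the CDS, and TE was the interaction of assay and treatment in 1 model. The leader to CDS shift used leader and CDS counts of the ribo-seq libraries in the same kind of model. Log2 changes within a replicate used a prior count of 0.5. TMM makes changes relative to the bulk of mRNAs. The global reduction was computed only in replicate 2, with spike-in factors taken from the source data, of which that for arsenite ribo-seq rests on 3 genes. Z-scores followed the methods, with bins of 300 genes, a minimum of 2 normalized reads and a threshold of 4. Lists were tested with camera at a preset correlation of 0.01 and with fry (limma 3.58.1), and medians of the resistant mRNAs with 100000 permutations of the gene labels, two-sided (numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Python 3.11.15). The permutation p is printed only for leader TE, since CDS reads of replicate 2, which enter the Z-scores by which the resistant mRNAs were selected, also enter the other measures. Figures were drawn with matplotlib 3.10.9.

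The replicate entered each model as a block. The pairing comes from the methods, where the replicates had different adapters, sequencing and normalization. Libraries of the same replicate deviated together, with a correlation of their deviations from the group means of 0.793 over 7382 genes in ribo-seq and 0.866 over 10880 genes in mRNA-seq.

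The genes named were fixed by rule. They are the genes that the paper names as resistant, sensitive, changed in RNA or checked for resistance, and from the RNA and TE changes up to 5 genes per direction with the largest log2 change among those past the threshold with the same sign in both replicates. Of these, 1 gene is not reported here. The genes of Table 1, a list of 95 ribosomal protein and translation factor genes, and a list of 42 early response genes were tested as sets. These rules, the tests of changes and lists, and the alternatives were set before the data were examined. The alternatives were DESeq2 1.42.0, upper-quartile normalization, other filters on low counts, no replicate block, another transcript per gene, other read regions, a minimum log2 change of 1, other settings of the Z-score, other pseudocounts, and leaving out each replicate. A list of 28 noradrenergic neuronal genes was drawn up later, to test a pattern seen in the data, and the tests of technical explanations were likewise chosen later.

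The tests of changes were checked on counts simulated from the real means and library sizes, with a dispersion of 0.01 for every gene. Each change was equal in both replicates, and changed genes had a mean of at least 50 ribo-seq reads on the CDS. Real changes often differed between replicates, so the shares below need not hold for the real calls. For TE, 287 of 400 changed genes were recovered among 10262 tested, and 5.48% of calls were false. For ribosome occupancy 190 of 200 were recovered among 10279 genes, and for RNA levels 154 of 200 among 12588. For the leader to CDS shift 19 of 20 were recovered among 655 genes. The Z-score was checked on normally distributed changes and not on counts. Its changed genes were shifted by 8 of their own SD against a threshold of 4, so the outcome was nearly fixed in advance. The Z-score recovered 189 of 200 and called 0 of 10800 unchanged genes. Of 200 permutation tests without a difference, 8 gave a p under 0.05.

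With 2 libraries per group, leaving out a replicate leaves 1 library per condition, so such values carry no test. Intervals of read shares are 95% Wilson intervals and cover counting error only, since reads were counted without molecular identifiers. Positions of uORFs were not used here, and neither were transcript lengths or GC content.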

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

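The tests of the non-coding RNA, of the parts of the transcript and of low counts were chosen only after the result was seen. The other tests in this part were set before their own results, on patterns that had been seen.

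The paper discusses few of the genes that passed the thresholds of edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 204 genes past the threshold for TE, the paper does not name 175, of which 83 were higher and 92 lower, and all 175 had the same sign in both replicates. A change in mRNA-seq alone would make up most of the TE change, and at the median it made up 3.35%, which argues against it. When only genes with a mean of at least 50 counts were tested, 110 of the 175 passed, which argues against low counts for these. For the other 65 low counts stay open. Reads shared between paralogs, which the authors discarded, and GC content were not tested. A response to arsenite remains a hypothesis. The number itself depends on the fit, since without the replicate block no gene passed (148 at an unadjusted p under 0.05).

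Of 725 genes past the threshold for RNA level, the paper does not name 693, of which 444 were higher and 249 lower, and 679 had the same sign in both replicates. With a mean of at least 50 counts 685 of the 693 passed, which argues against low counts for these and leaves them open for 8. Reads added to 1 part of the transcript were tested on calls made from the reads of that part, with the direction taken from the other. From CDS reads alone 217 genes that the paper does not name passed, 178 higher and 39 lower, and of 212 that could be tested on 3′ UTR reads 95.3% changed there in the same direction. From 3′ UTR reads alone 38 passed, and 100% of them changed in the same direction on CDS reads. This argues against reads added to that part only for these genes. It leaves open 468 of the 693 that passed from neither part alone, since both parts entered the counts that called them. Most of these changes were small, and 8 of the 725 genes had a log2 change of at least 1. Without the replicate block no gene passed (28 at an unadjusted p under 0.05). Differences in GC content or length between libraries were not tested and remain open beside a response to arsenite.

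Non-coding transcripts, which the paper does not analyse, took a larger share of ribo-seq reads in arsenite. The share rose 4.50-fold in replicate 1, from 0.686% (95% Wilson interval 0.674 to 0.698) to 3.09% (3.06 to 3.12), and 2.30-fold in replicate 2, from 0.583% (0.577 to 0.589) to 1.34% (1.33 to 1.35). It covers 6224 genes without a coding transcript, of which 2021 have symbols of rRNA, snRNA, Y RNA or other small structured RNAs. In replicate 1 the share of the other genes was 0.961 times that of control, so that structured RNAs alone could carry the rise there, most of it from RNA28S5, with 5402 reads in control and 23934 in arsenite. In replicate 2 the share of the other genes still rose 1.38-fold, which argues against structured RNAs alone there. The structured RNAs also differed between the replicates. RNA28S5 had 32 and 24 reads in replicate 2, where RNY5 had 7759 and 10837, against 8 and 56 in replicate 1. A constant amount of fragments that do not come from ribosomes could raise the share when translation falls. Scaled by spike-in, the reads on structured RNAs in arsenite were 0.591 times those in control. This is a larger fall than the factor of 1.5 allowed for a constant amount and a smaller one than that of the CDS, at 0.206 times. It rests on 1 replicate and 1 spike-in factor, and the spike-in was added per quantity of fragment RNA and not per cell, so the explanation stays open. How completely rRNA was removed from each library was not tested either, and no biological explanation was tested.

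TH, which is not among the genes the paper names and was chosen after its values were seen, had 40 mRNA-seq reads in arsenite in replicate 2 and 5 in control, against 0 in both libraries of replicate 1. NNAT, which the paper marks as changed in RNA, had 44 and 2 reads in replicate 2 and 0 in replicate 1. The lower depth of replicate 1 is argued against as the reason, since its arsenite library would hold 7.40 TH reads at the share of replicate 2. Of 12498 genes with at least 20 reads in the arsenite library of replicate 2, 6 rose there by at least 2 on the log2 scale (DLK1, NNAT, PHOX2A, SCG2, TH and ZNF286B). None of the 12498 fell by as much, but a minimum set on arsenite reads leaves out genes that fall, so rises and falls cannot be compared. Among genes below it, GRIN2C and TTLL6 changed by −2.75 and −2.64 in replicate 2, scaled by spike-in. RNA of noradrenergic neuronal cells in that arsenite library may be the source of the rises, but the test left it open. Over 22 tested genes of a list of 28 the median log2 change was 0.11, with 16 higher, 5 of them by over 1, and 6 lower, and a median near 0 over genes going both ways decides nothing. CHGA rose from 13 to 35 reads and CHGB from 7 to 18, while DBH went from 10 to 6 and DDC from 5 to 2. Over the 15 genes of the list with at most 20 control reads there, 85 reads became 182. Of these genes 8 rose by a factor of over 2 and 5 fell by any amount, so these counts cannot be set against each other. Abundant genes of the list, such as UCHL1 with 6682 and 6674 reads and NEFM with 2234 and 2600, are expressed by these cells too and would hide a small share, and 13 genes of the list had over 20 reads in control there. Reads of another species would fall mostly in conserved coding regions. Of 170 reads on NNAT, TH, PHOX2A, SCG2 and DLK1, 14.7% lay in 3′ UTRs against 36.4% over the library, but the genes were chosen for the pattern and their 3′ UTR lengths were not used here, so this cannot be told apart from short 3′ UTRs. A response to arsenite in 1 replicate only was not tested.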

How the results depend on the processing

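Over 31 results and 136 values under alternatives, 99 stayed in place, 32 moved, 4 lost their side of the threshold and 1 reversed. Among the 99 are the read shares by mRNA region with a replicate left out. These could only stay in place, since either replicate always lies within the SD of both, so they say nothing on stability. Where no cause is given, the cause was not tested. None of the alternatives was chosen after the data were seen.

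The calls of the main tests depended on the replicate block. For ribosome occupancy, TE and the leader shift other alternatives moved the count further. Without the block no gene passed for RNA level (28 at an unadjusted p under 0.05), ribosome occupancy (150), TE (148) or the leader to CDS shift (3). In simulated data the fit without the block likewise recovered 0 of 400 changed genes, since the difference between replicates then enters the error. The same fit changed the call of all 25 named genes past the TE threshold and all 10 named for RNA level, without a change of direction. It changed no call of camera at its preset correlation.

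DESeq2 called 86 genes for RNA level (80 higher and 6 lower, or 93.0% higher against 65.2% with edgeR), 54 for ribosome occupancy, 93 for TE and 13 for the leader shift, all 13 toward the leader. It gave no adjusted p for 261 of the 725 genes called for RNA level, 67 of the 285 for ribosome occupancy and 55 of the 204 for TE, and these count neither as kept nor as lost. Of the 93 TE genes 91 were shared with edgeR. Among named genes DESeq2 gave no adjusted p for PPP1R15A, ATF5, HOXB2, CHN1, SYN2, SRC and PRNP in TE and for 8 in RNA level, and it changed no call of the others in TE or RNA level. The leader to CDS shift of SLC35A4 was not called by DESeq2.

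For ribosome occupancy the count was 473 with upper-quartile normalization, 539 without a filter on low counts and 581 with a mean of at least 50 counts. For TE it was 433 and 130 with these filters. With mRNA-seq reads on the CDS alone, 240 genes passed for RNA level (83.8% higher) and 87 for TE. Requiring a log2 change of at least 1 left 8, 133 and 105 genes, and 41.0% of the TE genes were then higher, against 50% (102 of 204) without it. A Z-score threshold of 3 gave 59 genes for TE, 69 for RNA level and 65 for ribosome occupancy.

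Replicate 1 alone gave 6 genes past a Z-score of 4 for TE, of which 2 were also past it in replicate 2, 9 for RNA level, of which 6 were, and 4 for ribosome occupancy, of which 1 was. The leader to CDS shift of the resistant mRNAs ranged from −2.47 to −0.83 across the fits that each left out 1 replicate. Their leader TE ranged from −0.50 to 2.53, and reversed without replicate 2. It also lost its side of the threshold with a pseudocount of 1 (0.74) and without a filter (0.72). Replicate 1 had 7586 reads on leaders in control and 5074 in arsenite, against 58191 and 46446 in replicate 2, and this depth limits what replicate 1 can show of leaders.

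The median TE reduction was 0.990-fold with total reads, a scaling that removes a global change by construction, and 5.35-fold with whole-transcript reads. The control 3′ UTR share of ribo-seq reads was 0.258% with the transcript of most mRNA-seq reads. The median of the Table 1 list, −0.22 with a mean of at least 50 counts, was no longer called by camera, although fry still called it, and that of the ribosomal protein list, −0.15, was not lower by fry. With at least 100 counts in both replicates, the correlation between replicates was 0.943 for arsenite mRNA-seq, 0.813 for arsenite ribo-seq, 0.938 for control mRNA-seq and 0.854 for control ribo-seq.

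For 29 genes named for TE, 276 values under alternatives held 225 in place, 34 that lost the threshold, 1 that gained it (SRC, without a filter on low counts) and 16 that moved. For 10 genes named for RNA level, 76 values held 52 in place, 15 that lost the threshold and 9 that moved, and no value of either kind reversed. The check against GC content and length was not run, because neither was used here.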

Differences from the paper's values

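The TE Z-score of LAMB1 is −1.52 in the paper's Table 1 and was −1.57 here. Of the alternatives set before the data were examined, bins of 600 (−1.53) and a minimum of 10 normalized reads (−1.51) came within the replicate SD of the paper's value, while replicate 1 alone, summed replicates, bins of 150, the bin median and the transcript with the most mRNA-seq reads did not. For NKRF the paper's Z-score is −0.01 and the value here was 0.00110. With bins of 600 (−0.00881) and summed replicates (−0.40) the sign was that of the paper and the value within the replicate SD. With replicate 1 alone, bins of 150, the bin median, a minimum of 10 reads and the transcript with the most mRNA-seq reads the sign was positive. The largest gap was that of EIF4G3, at −1.46 in the paper's Table 1 and −0.71 here. It was within the replicate SD, as replicate 1 alone gave 0.64, and no alternative came closer to the paper's value than −0.78, with a minimum of 10 normalized reads. The Z-scores here are of replicate 2, as are the paper's counts in the part of its source data used here. The replicate SD is thus not the error of this comparison for any of these genes, and the cause of the gap was not tested. AQP4, which has the highest Z-score of Table 1, and BCL2 had too few reads for a Z-score here. Over all 24 genes of Table 1 with a Z-score in both, the values had a Pearson correlation of 0.993.

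The paper lists HOXB2 among mRNAs past its Z-score threshold, and its TE Z-score here was 3.88. Bins of 600 (4.05), the bin median (4.34) and a threshold of 3 call it. DEDD2, which is marked in Figure 1F but is not among the mRNAs the paper names as resistant, had a Z-score of 4.25. The paper calls PPP1R15B resistant, and its Z-score was 3.91. The bin median (4.09) and a threshold of 3 call it. ODC1, which the paper gives as an exceptionally sensitive mRNA, had a TE Z-score of −3.73. It is called with replicate 1 alone (−4.16), summed replicates (−4.21), a minimum of 10 reads (−4.05) and a threshold of 3.

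Of the genes marked in Figure 1—figure supplement 2B, read by eye, PHOX2A (3.91), PHF3 (3.94) and CCDC86 (3.92) were below an RNA Z-score of 4, and NNAT had too few reads for a Z-score. CCDC86 is called with replicate 1 alone (4.28), summed replicates (4.22), bins of 600 (4.01) and the bin median (4.56). PHF3 is called with bins of 600 (4.02), the bin median (4.58) and a minimum of 10 reads (4.20). A threshold of 3 calls all 3, and at a threshold of 4 PHOX2A was called in no setting. NNAT was called in no setting. HOXD4 (−4.67), PDCD11 (4.04) and TH were past the threshold and are not marked there, and the last 2 are named after their values were seen.

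The paper describes a significant decrease in the TE of JUN. Relative to the bulk of mRNAs, the log2 TE change was −0.17 and its Z-score −0.42, while scaled by spike-in the TE in replicate 2 was 0.164 times that of control.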

Other observations

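The tests of a constant amount of fragments on the 3′ UTR and leader shares and on the trend with control TE, and of genes of the ribosomal protein list moving together, were chosen only after the result was seen.

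Ribo-seq reads on 3′ UTRs fell less than those on the CDS. Scaled by spike-in in replicate 2, the count in arsenite was 0.206 times that of control on the CDS, 0.399 times on the leader and 0.772 times on the 3′ UTR. A candidate explanation for the 3′ UTR is a constant amount of fragments that do not come from ribosomes, and the value of 0.772 lies within the factor of 1.5 allowed for it. Like the other scaled values, 0.772 rests on 1 replicate and 1 spike-in factor. The methods added the spike-in to a set quantity of fragments, so scaled counts are per quantity of fragment RNA and not per cell. A value within the factor therefore cannot show that the amount in the cells stayed constant. With the transcript of most mRNA-seq reads in control the 3′ UTR share rose less in replicate 2, 2.70-fold against 3.69-fold. The scaled value was not computed for that transcript, so whether it would stay within the factor is open. Across genes, which are not independent replicates, 3′ UTR ribo-seq counts followed mRNA-seq counts on the 3′ UTR more than CDS ribo-seq counts. In arsenite the partial rank correlation was 0.209 with mRNA-seq against 0.0357 with the CDS in replicate 1, and 0.565 against 0.00588 in replicate 2, a smallest difference of 0.173. Control gave the same pattern, with 0.210 against 0.0135 in replicate 1 and 0.427 against 0.00170 in replicate 2. This is the direction needed if 3′ UTR reads follow the amount of mRNA rather than its translation. But both 3′ UTR counts also grow with the length of the 3′ UTR, which was not used here. The correlations therefore cannot decide this, and it remains a hypothesis. For the leader share the values argue against constant fragments as the whole cause. Fragments estimated from 3′ UTRs made up 1.25% of CDS counts and 6.60% of leader counts in arsenite in replicate 2. With these subtracted, the ratio of leader to CDS reads rose 1.21-fold in replicate 1, against 1.24-fold before, and 1.89-fold in replicate 2, against 1.93-fold. The smaller share of the rise that was left was 0.878, in replicate 1.

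The RNA rise of 22 genes marked in the paper was present in both parts of the mRNA. The median log2 change was 0.61 from CDS reads and 0.56 from 3′ UTR reads, a ratio of 0.922, and all 22 were higher in both. This argues against reads added to 1 part of the transcript. The parts differed most for EGR1, with 1.57 from CDS and 0.67 from 3′ UTR reads, and for DNTTIP2, with 0.66 and 1.30.

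Genes with zinc finger symbols (ZNF and a number) were higher in TE, a group chosen after its values were seen. Over 253 genes the median log2 TE change was 0.30, with 189 higher, at 0.28 in replicate 1 and 0.30 in replicate 2. Among 10000 random lists matched on mean count it was at percentile 100, with the middle 95% of lists from −0.06 to 0.09, and among lists matched on count and control TE it was also at percentile 100. Subtracting the fragments estimated from 3′ UTRs left 1.00 times the median relative to all genes. These values argue against low counts, low control TE and constant fragments as the whole cause. Across the alternatives for TE the median lay between 0.20, with a mean of at least 50 counts and 90 genes, and 0.31 with DESeq2. Single genes rarely passed the threshold, and the 4 that did were higher. Reads shared between these paralogs were discarded by the authors, and whether this differed between libraries was not tested. A shared response of these mRNAs may be involved and remains a hypothesis.

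mRNAs with low TE in control had a slightly higher TE change, and noise of the control libraries may explain it. Over 10273 genes Spearman's rho was −0.229 within replicate 1 and −0.0753 within replicate 2. With control TE and TE change from different replicates it was −0.0832 and −0.0230. Of these 1 value is near 0 and the other is not, so noise is not decided. After subtracting fragments estimated from 3′ UTRs rho was −0.224 and −0.0567 within replicates and −0.0692 and −0.0188 across them. The smallest share of rho left was 0.753, which argues against constant fragments as the whole cause. The ratio of leader to CDS reads in control went with a higher TE change over 1378 genes also across replicates, with rho of 0.233 and 0.154, which argues against noise in shared control libraries as the whole cause. These correlations are across genes.

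Of 95 ribosomal protein and translation factor genes, 87 were tested for TE. Their median log2 change was −0.15, with 65 lower and 22 higher. It was −0.12 in replicate 1 alone and −0.31 in replicate 2 alone, and 54 genes had the same sign in both. Over all genes tested 5 passed, 2 higher and 3 lower, and adjusted over the list alone 20 did, 3 higher and 17 lower. Camera at its preset correlation gave p = 0.00164, and 0.00333 without RPL12. With the correlation estimated from the libraries it gave p = 0.456, and fry gave p = 0.281. This is consistent with genes of the list moving together in single libraries. Reads shared with near-identical pseudogenes were discarded by the authors, and their part in this was not tested.

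For ribosome occupancy the paper does not name 244 of the 285 genes past the threshold, of which 114 were higher and 130 lower, all 244 with the same sign in both replicates.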
